# Rate of transcription elongation and sequence-specific pausing by RNA polymerase I directly influence rRNA processing

**DOI:** 10.1016/j.jbc.2022.102730

**Published:** 2022-11-22

**Authors:** Abigail K. Huffines, Krysta L. Engel, Sarah L. French, Yinfeng Zhang, Olga V. Viktorovskaya, David A. Schneider

**Keywords:** ribosome, transcription, transcription regulation, rRNA processing, RNA polymerase I, NET-Seq, ETS, external transcribed spacer, NET-Seq, native elongating transcript sequencing, Pol I, RNA polymerase I, rDNA, ribosomal DNA, TL, trigger loop

## Abstract

One of the first steps in ribosome biogenesis is transcription of the ribosomal DNA by RNA polymerase I (Pol I). Processing of the resultant rRNA begins cotranscriptionally, and perturbation of Pol I transcription elongation results in defective rRNA processing. Mechanistic insight regarding the link between transcription elongation and ribosome assembly is lacking because of limited *in vivo* methods to assay Pol I transcription. Here, we use native elongating transcript sequencing (NET-Seq) with a strain of *Saccharomyces cerevisiae* containing a point mutation in Pol I, *rpa190-F1205H*, which results in impaired rRNA processing and ribosome assembly. We previously demonstrated that this mutation caused a mild reduction in the transcription elongation rate of Pol I *in vitro*; however, transcription elongation by the mutant has not been characterized *in vivo*. Here, our findings demonstrate that the mutant Pol I has an increased pause propensity during processive transcription elongation both *in vitro* and *in vivo*. NET-Seq reveals that *rpa190-F1205H* Pol I displays alternative pause site preferences *in vivo*. Specifically, the mutant is sensitized to A/G residues in the RNA:DNA hybrid and at the last incorporated nucleotide position. Furthermore, both NET-Seq and EM analysis of Miller chromatin spreads reveal pileups of *rpa190-F1205H* Pol I throughout the ribosomal DNA, particularly at the 5′ end of the 35S gene. This combination of *in vitro* and *in vivo* analyses of a Pol I mutant provides novel insights into Pol I elongation properties and indicates how these properties are crucial for efficient cotranscriptional rRNA processing and ribosome assembly.

Ribosome biogenesis requires the intricate coordination of multiple biochemical processes. The first step is transcription by RNA polymerase I (Pol I), which synthesizes rRNA from a ribosomal DNA (rDNA) template. In *Saccharomyces cerevisiae* (yeast), Pol I transcribes a single rDNA gene, the 35S, which is organized in approximately 200 tandem repeats. Processing of the rRNA transcripts is complex and requires hundreds of transacting factors and RNAs, ultimately giving rise to the three largest mature rRNAs that serve as the backbone of the ribosome. The earliest studies on rRNA processing suggested that it could only occur post-transcriptionally, and this was supported by the detection of full-length rRNA products in the cell (1, 2). However, over the past 2 decades, it was shown that rRNA processing begins cotranscriptionally. The first evidence of cotranscriptional rRNA processing was from Miller chromatin spreads, which allow for the visualization of engaged Pol I transcription elongation complexes with a DNA template *in vivo*. Findings from that study demonstrated that nascent transcripts were cotranscriptionally cleaved while Pol I was still associated with the rDNA (3, 4). Furthermore, it was discovered that when transcription elongation by Pol I is perturbed, there is a corresponding disturbance in rRNA processing and ribosome biogenesis (5). Collectively, these findings demonstrate that cotranscriptional processing is important for the efficient maturation of rRNAs, but the regulation of this process is not well defined.

The mechanism by which transcription elongation kinetics influences the processing of nascent RNA is not entirely clear. One model proposes that the rate of RNA synthesis may impact the folding of RNA and therefore, the kinetics of cotranscriptional events that occur, such as processing (reviewed in Refs. (6, 7, 8)). Furthermore, a recent publication reported that there are sequence-specific effects on Pol I transcription rate and rRNA folding (9). Those results demonstrated that Pol I occupies G/C-rich rDNA at a higher frequency compared with A/T-rich rDNA, and that weak rRNA structures that form behind the polymerase may allow for more backtracking, which could slow transcription down. Those findings and others (10) suggest that polymerase pausing influences the kinetics of RNA folding and possibly vice versa. In addition, the efficiency of RNA folding has been shown to have an effect on Pol II transcription rate (11), suggesting that perhaps the coupling of elongation rate, RNA processing, and RNA folding is conserved across the three Pols or at least Pols I and II.

A number of studies have described the impact of altered polymerase elongation properties on RNA processing, and this has been directly observed for Pol I. Previously, it was established that the mutation of one of the aspartate residues that coordinate Mg^2+^ in the second largest subunit of Pol I, *rpa135-D784G*, impaired elongation rate *in vitro* and caused defects in rRNA processing and ribosome biogenesis (5). However, the complete characterization of Pol I transcription elongation and how the disruption of these properties can lead to defects in rRNA maturation and ribosome assembly is lacking *in vivo*. The cotranscriptional nature of rRNA processing, as well as the previous identification of elongation-defective Pol I mutants, makes this an exceptional system to investigate the dependence of cotranscriptional events on polymerase elongation properties ((3, 4, 12) and reviewed in Ref. (13)).

To explore the connection between Pol I elongation kinetics and cotranscriptional events further, we characterized the effects of a Pol I mutant that contains a point mutation within the trigger loop (TL) region. The TL is a conserved domain within the active site of multisubunit Pols across all domains of life and is known to directly affect several properties, including transcription elongation rate and pausing propensity (reviewed in Refs. (14, 15, 16)). We have previously shown that this mutation, *rpa190-F1205H*, reduced elongation rate by Pol I *in vitro* (17). Here, we thoroughly characterize the transcription elongation efficiency of the WT and mutant polymerases using single-turnover *in vitro* transcription assays with a selection of rDNA templates. These assays revealed sequence-specific pause sites for the WT enzyme and enhanced pausing by the mutant. To characterize pausing *in vivo*, we used two separate methods: native elongating transcript sequencing (NET-Seq) and EM of Miller chromatin spreads. These complementary methods reveal that this mutation induces significant changes to Pol I occupancy patterns throughout the 35S gene, which could be responsible for the observed dramatic changes in rRNA processing and subsequent impairments of ribosome biogenesis.

Collectively, these data suggest that increased pausing by Pol I results in aberrant cotranscriptional processing (possibly because of changes in rRNA secondary structure) and ribosome assembly events. These results support the model that transcription elongation is an important aspect of gene expression that not only influences the quantity but also the quality of the RNA that is produced. Since both the WT and *rpa190-F1205H* polymerases display sensitivities to particular sequences, our findings also demonstrate that Pol I has evolved a unique set of transcription elongation properties that respond to the rDNA sequence to promote efficient ribosome biogenesis.

## Results

### The *rpa190-F1205H* mutation induces sequence-specific pausing by Pol I *in vitro*

To investigate the effect of rDNA sequence elements on Pol I activity, we focused on a phenylalanine to histidine point mutation in a highly conserved position in the TL, *rpa190-F1205H*, and assayed the activity of this enzyme as compared with WT in single-turnover *in vitro* transcription assays. We have shown previously that the transcription elongation rate of *rpa190-F1205H* Pol I is ∼40% of the WT rate (17); however, this enzyme has not yet been fully characterized. For templates in these reactions, we used two different regions of the *S. cerevisiae* rDNA locus that were cloned downstream of the Pol I core promoter (see details in the Experimental procedures section and Ref. (5)). Downstream of the promoter in both templates, we included a 55-nucleotide region that does not encode any C residues in the nontemplate strand. Thus, we initiated transcription by incubation with 10 μM ATP, GTP, and UTP, resulting in the synchronization of elongation complexes at the first encoded C residue (at position +56, relative to the transcription start site; (17, 18)). To measure transcription elongation properties of the polymerases, 10 μM CTP was added to the reactions, and samples were collected as a function of time. We observed obvious sequence-specific pausing by WT Pol I at several regions within the rDNA templates (observed as distinct bands of lower molecular weight that appear and dissipate over the time course; Fig. 1). The simplest interpretation for the varied band intensities of these pauses is that the propensity for Pol I to enter the pause and escape it are based on the sequence, and some sequences confer a longer pause than others. These results demonstrate that Pol I is prone to sequence-specific pausing within the rDNA template. Since these reactions were performed with only the essential purified proteins required for *in vitro* transcription, these pause events are likely not dependent on trans-acting protein factors.

**Figure 1:**
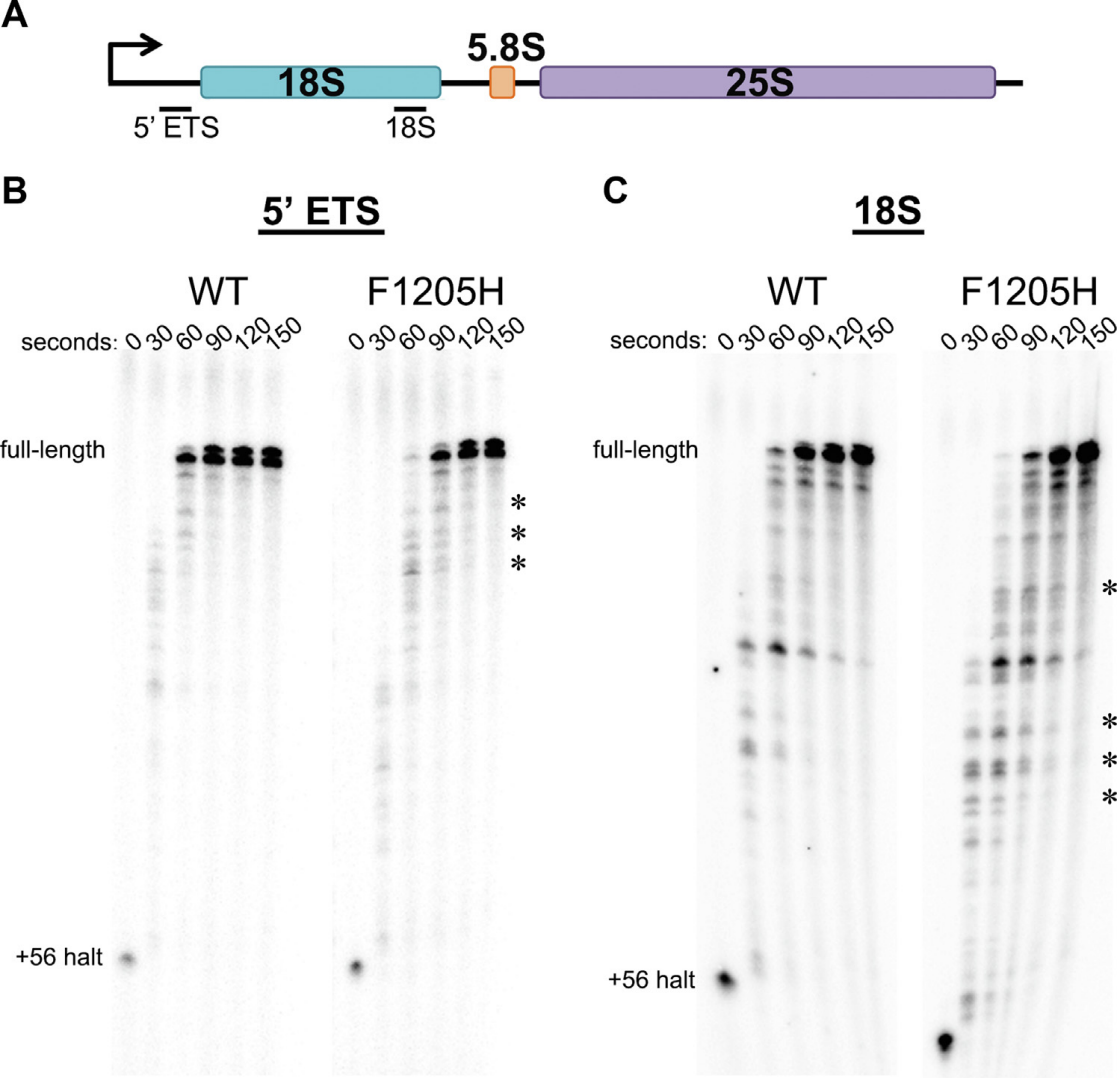
***rpa190-F1205H* Pol I has an increased pause propensity *in vitro*.** Purified *rpa190-F1205H* and WT Pol I were used to determine the pause propensity *in vitro*. The reactions were performed using 10 μM NTPs, and the RNA transcripts were labeled using [α-^32^P] GTP. *A*, a schematic (drawn to scale) indicating the positions of individual templates used for transcription in *B* and *C*. *B* and *C*, *asterisks* denote sites of polymerase pausing that are exaggerated by the *rpa190-F1205H* mutation. Assays on each template were performed at least four times, with representative gels shown for each. Pol I, polymerase I.

On each template, the *rpa190-F1205H* Pol I required slightly more time to produce full-length runoff product than WT Pol I, which is consistent with our previous studies demonstrating that the mutant enzyme has a reduced elongation rate (17). In addition to our previous studies showing that there was a reduction in the overall rate of transcription elongation by the mutant Pol I, here, we observed altered pausing by the *rpa190-F1205H* enzyme. Specifically, the duration of several pause sites was lengthened when transcribed by the mutant polymerase (indicated by *asterisks*, Fig. 1, *B* and *C*). These data demonstrate that the mutation of the TL in Pol I induces pausing by the enzyme on the rDNA sequence, relative to WT Pol I, even in a highly purified system.

### *rpa190-F1205H* affects Pol I activity and promotes pausing *in vivo*

The *in vitro* biochemical data demonstrate that the *rpa190-F1205H* mutation not only reduces Pol I transcription elongation rate (17) but also affects polymerase pausing on the native rDNA sequences. To determine whether this phenomenon is also observed *in vivo*, we performed EM of Miller chromatin spreads and NET-Seq. These techniques allow for the direct visualization of Pol I transcription on individual rDNA repeats (Miller chromatin spreads) as well as precise mapping of the positioning of individual Pol I molecules throughout the rDNA at single nucleotide resolution (NET-Seq).

Electron micrographs of Miller chromatin spreads reveal snapshots of rDNA transcription *in vivo*. We and others have previously used this technique to evaluate a number of features of Pol I transcription, including polymerase pausing and nascent transcript processing (4, 17, 19, 20). Historically, the analysis of Miller chromatin spreads has played a key role in demonstrating that rRNA processing and preribosome assembly begins cotranscriptionally (3, 4, 5). Therefore, this is a valuable tool to closely investigate features of transcription elongation by Pol I. Since Pol I is densely packed on the active rDNA repeats, the effects of pausing are readily observed. If one polymerase enters a paused state while the enzymes downstream continue to elongate, an extended gap between polymerases is evident. Therefore, the presence of such gaps suggests an increase in Pol I pausing during transcription. Long gaps have been observed at a relatively low frequency in WT cells (19). We examined Miller chromatin spreads of rDNA from WT and *rpa190-F1205H* yeast strains to evaluate the effects of the mutation on Pol I activity *in vivo* (Figs. 2*A* and S1). The analyzed Pol I distribution on the rDNA template from the *rpa190-F1205H* strain appeared strikingly different than those from WT yeast. First, large polymerase-free gaps were frequently observed on the 35S gene in the mutant, indicating an increased pause propensity for Pol I in the mutant *versus* WT strain. Second, many analyzed Miller spreads had fewer Pol I elongation complexes in the 3′ portion of the rDNA gene relative to the 5′ portion. Finally, we observed that nascent transcripts appeared shorter in the mutant as compared with WT, particularly at the 3′ end of the rDNA template. The simplest explanation for this qualitative observation is that the rRNA may be degraded by endonucleases or exonucleases cotranscriptionally.

**Figure 2:**
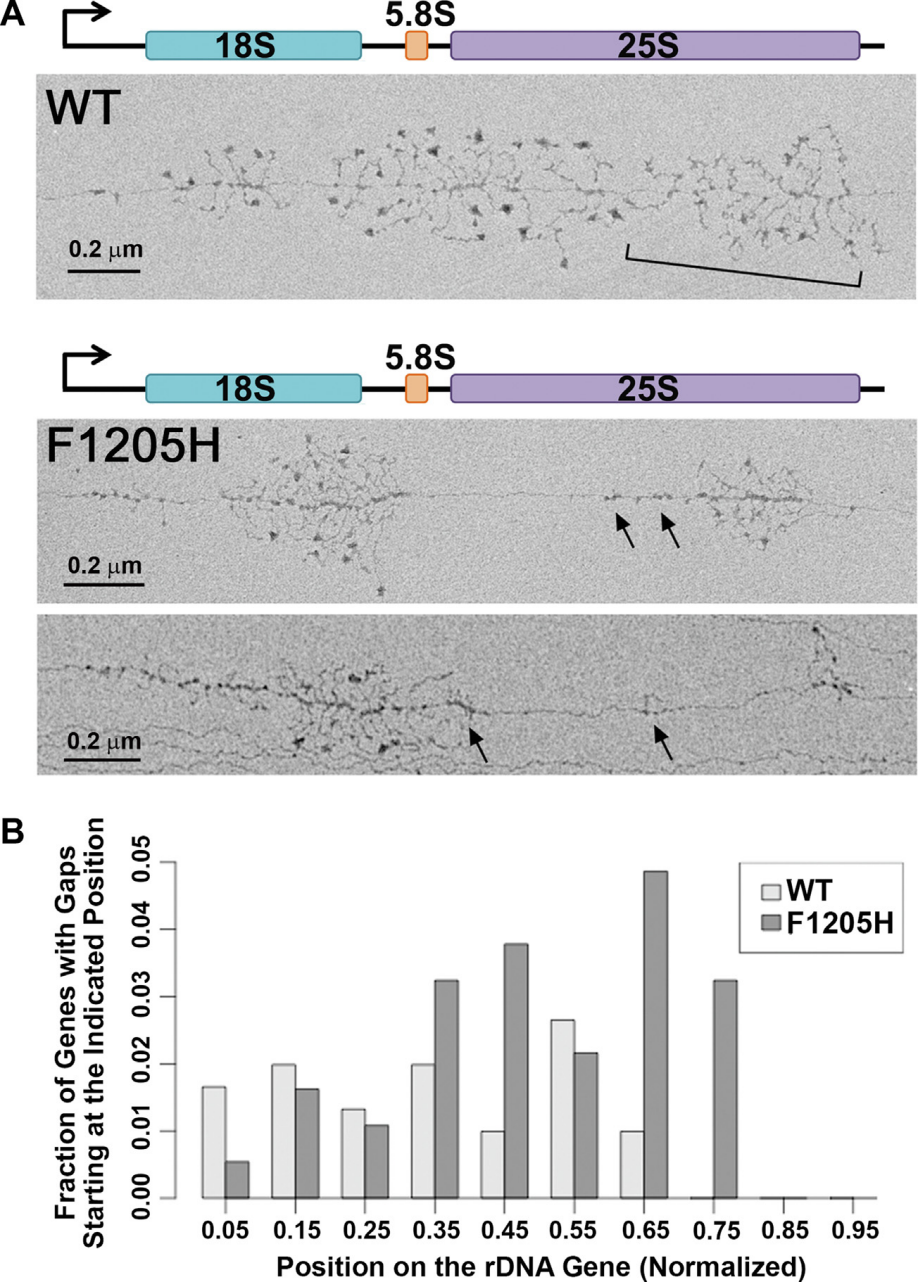
**Miller chromatin spreads identify defects in Pol I distribution on the rDNA in *rpa190-F1205* yeast.***A*, Miller chromatin spreads of WT and *rpa190-F120*5*H* yeast strains. The representative WT rDNA gene shows the typical features of Pol I transcription, including high polymerase density, relatively uniform distribution of transcripts across the gene, and nascent transcript cleavage (cleaved transcripts indicated by *bracket*). The representative *rpa190-F1205H* genes show large polymerase-free gaps, a higher polymerase density at the 5′ end of the genes, and some evidence for nascent transcript degradation (in regions denoted by *arrows*). See Fig. S1 for comparison of these three rDNA repeats with additional repeats from the *rpa190-F1205H* strain. *B*, positions of large polymerase-free gaps observed in chromatin spreads from WT and *rpa190-F1205H* yeast. The frequency of start sites (promoter-proximal ends) of gaps large enough to encompass at least 40 polymerases is plotted *versus* position along a normalized rDNA gene. The absence of start sites for gaps at the 3′ end of the gene results from the fact that only large gaps representing a quarter of the gene were scored. Data for the WT strain have been reported previously (19). Pol I, polymerase I; rDNA, ribosomal DNA.

To quantify potentially long pauses, we measured the frequency of large gaps between transcription elongation complexes (>23% of the 35S gene length; as performed previously (19)). Large gaps occurred at nearly twice the frequency in the mutant as compared with WT (21% of 185 35S genes analyzed and 12% (19) of 302 35S genes analyzed, respectively; Fig. 2*B*). We observed more gaps in the downstream half of the rDNA repeats in the mutant as compared with WT. In addition, there was a reduction in gaps at the 5′ end of the rDNA template in the *rpa190-F1205H* strain, suggesting that Pol I transcription elongation rate may be uniformly slower and pausing may be increased at the beginning of the 35S gene. Finally, the *rpa190-F1205H* Pol I appears to be more likely to accumulate in dense clusters on the rDNA template compared with WT Pol I, which is distributed more evenly across the entire 35S gene. Given that each active yeast rDNA repeat has a large number of engaged Pol I elongation complexes, these dense clusters could represent polymerase “traffic jams,” with *rpa190-F1205H* Pol I complexes becoming backed up on the template because of increased pausing. This *in vivo* evidence for pausing is consistent with *in vitro* observations (Fig. 1).

### NET-Seq reveals that *rpa190-F1205H* Pol I is repositioned on the rDNA

To further investigate the *in vivo* effects on transcription conferred by the *rpa190-F1205H* mutation, we used NET-Seq. This technique was first developed only about a decade ago to examine transcription by Pol II at high resolution *in vivo* (21). Our laboratory adapted these methods to investigate the properties of transcription by Pol I (22), and we have previously used it to demonstrate the role of various factors in transcription elongation (23, 24) and to characterize the mechanism of action of a small-molecule Pol I inhibitor *in vivo* (25). Therefore, this is a powerful tool to interrogate features of transcription by Pol I, especially when characterizing a mutation such as *rpa190-F1205H*. 

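In NET-Seq, nascent RNA is purified together with the engaged polymerase and its 3′ end is sequenced. Each read from nascent RNA thus marks the last nucleotide incorporated by 1 polymerase. Reads from mature rRNA, which the paper describes as contamination of these samples, do not. The values analysed were the authors' normalized reads at each of 6858 positions of the 35S gene, for 3 WT and 3 *rpa190-F1205H* libraries. The positions cover chromosome XII from 460712 to 467569 on the minus strand, which the R64 annotation names RDN37-2. They comprise ETS1 (positions 1 to 700), the 18S gene (701 to 2500), ITS1 (2501 to 2861), the 5.8S gene (2862 to 3019), ITS2 (3020 to 3251), the 25S gene (3252 to 6647), and ETS2 (6648 to 6858). As described in the methods, reads were deduplicated with molecular identifiers, trimmed with cutadapt, aligned with STAR, and reduced to the coverage of their 3′ ends. How reads were assigned between the annotated rDNA copies is not stated. Each library was then scaled by the authors to 1000000 reads over positions 1 to 6739, the last of which is the terminator T1. Because each value is a whole multiple of what 1 read is worth, the reads could be recovered: 99.98% of the 41148 values were whole to within 0.02 of a read. The 35S gene held 2817982, 2028349, and 3087916 reads in WT replicates 1 to 3 and 3182392, 3155425, and 3687549 reads in *rpa190-F1205H* replicates 1 to 3. The spacers held 90161 to 128636 of these reads in the WT libraries and 382272 to 454956 in the mutant libraries. The scaling fixes each library's sum, so values describe the share of a library's reads at a position and carry no information on the total amount of engaged polymerase. A rise in one region therefore lowers the values elsewhere. Positions were compared with limma on log2(value + 1), with 3 libraries per strain, after leaving out the 15 positions that were 0 in all 6 libraries. Region means were compared with two-sided exact permutation tests, for which 3 libraries against 3 cannot give a p below 0.1. Replicates were not duplicates of one another: between libraries of a strain, chi-square per degree of freedom over positions was between 2.76 and 5.15, where sampling noise alone gives about 1.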

For these experiments, we generated triplicate NET-Seq libraries for both the WT and *rpa190-F1205H* yeast strains. We mapped the resultant reads back to the yeast genome and plotted the polymerase position on the rDNA for three replicates for each strain (Fig. S2, *left* and *middle panels* of *A* and *B*). Spearman correlation coefficient values were generated (Fig. S2, *right panels* of *A* and *B*) to determine the similarity between replicates (as described previously (22, 23, 24, 25)). Consistent with previous publications from our laboratory (22, 23, 24, 25), we found that within strains, Pol I occupancy was highly reproducible for both WT and *rpa190-F1205H* yeast (indicated by similar overlays in the histograms and Spearman correlation coefficient values >0.9). 

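Over all 6858 positions, the Spearman coefficient was between 0.991 and 0.992 for the pairs of WT libraries and between 0.987 and 0.992 for the pairs of *rpa190-F1205H* libraries. Between a WT and a mutant library it was between 0.773 and 0.800. The coefficients are across positions, which are not independent replicates, so no test was made. Most positions lie in the 18S, 5.8S, and 25S genes. Over the 1504 spacer positions alone, the range was 0.959 to 0.962 within WT and 0.989 to 0.992 within *rpa190-F1205H*. Of the alternatives tried, this moved the WT range most.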

We performed principal component analysis (Fig. S3), which supported this conclusion, as the WT and mutant samples clustered away from each other, and the majority of the divergence (over 94%) between all samples was described by PC1, which represented the variation between WT and mutant libraries.

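With the libraries as observations and the normalized reads at each position as variables, centered and not scaled, PC1 held 94.4% of the variance and PC2 held 3.01%. The PC1 scores of the 3 WT libraries lay between 4700 and 6270 and those of the 3 mutant libraries between -5471 and -5131, so the strains did not overlap on PC1. When each position was scaled to unit variance, so that highly occupied positions no longer dominated, PC1 held 73.9%. It held 93.7% of the variance of log2(value + 1), and 97.6% over the spacer positions alone.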

After confirming that Pol I occupancy was reproducible within strains, we further examined occupancy patterns between strains. The median Pol I occupancy for each strain was plotted along the rDNA repeat, and a *t* test was performed for the median Pol I count at each individual rDNA position between strains to determine whether there was a significant difference in the *rpa190-F1205H* strain as compared with WT (Fig. 3*A*). Strikingly, there was a significant difference in occupancy across the 35S gene between strains, as indicated by the colors included below the histogram (*green* for increased occupancy and *black* for decreased occupancy in the mutant as compared with WT). 

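Of the 6843 positions tested, 2781 had higher and 2318 had lower normalized reads in *rpa190-F1205H* than in WT at an adjusted p below 0.05 (limma on log2(value + 1), Benjamini-Hochberg adjustment, 3 libraries per strain). With an unequal-variance t test of the 3 normalized values per strain and no adjustment, 2551 positions were higher and 2049 lower, and the authors' deposited table holds 4600 positions with a p below 0.05. After Benjamini-Hochberg adjustment of that test, 2316 were higher and 1747 lower. At 5342 positions, 78.1% of those tested, the values of the 3 WT libraries and the 3 mutant libraries did not overlap, where chance gives 10%. The most occupied position in both strains was position 2498 at the 3′ end of the 18S gene (chromosome XII, 465072), with 3718 ± 291 normalized reads in WT and 2041 ± 70.1 in the mutant (SD, n = 3). Its log2 fold change was -0.86 (standard error 0.09, adjusted p = 5.4e-05 from limma). Reads of mature rRNA, which the paper describes as contamination, can also lie there, so this value need not count engaged polymerase. Of the 15 positions at 0 in all libraries, 9 lay within 2 nucleotides of a mature 3′ end. The balance of higher and lower positions follows the scaling. When every library was rescaled to the same spacer total, 792 positions were higher and 5376 lower.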

From these NET-Seq data, we cannot draw definitive conclusions about the kinetics of Pol I transcription since each experiment represents a snapshot. However, we can interpret highly occupied regions as areas where Pol I is potentially paused on the template or is transcribing more slowly than positions showing lower occupancy, which could be interpreted as areas where Pol I is traversing the rDNA template more rapidly. In addition, very low regions of occupancy could indicate that the polymerases have prematurely disengaged with the template, especially if they are widespread. 

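In ETS1, the mean over its 700 positions was 34.7 ± 2.67 normalized reads per position in WT and 115 ± 1.56 in *rpa190-F1205H* (SD, n = 3), a log2 ratio of 1.73. In ETS2, the mean over positions was 15.2 ± 1.87 in WT and 20.5 ± 1.00 in the mutant (SD, n = 3), a log2 ratio of 0.43. In each region every mutant library was above every WT library (two-sided exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). The log2 ratio of ETS1 to ETS2 within a library does not depend on how the library was scaled. It was 1.20 ± 0.13 in WT and 2.49 ± 0.08 in the mutant (SD, n = 3), a difference of 1.29 (exact permutation p = 0.1). With each library left out in turn, this difference stayed between 1.23 and 1.36, and with medians over positions it was 1.32. The highest 1% of positions weigh on it: without them it was 0.68. They were chosen over the 35S gene in each library separately, so different positions can be left out in each strain. Positions 6661 and 6662, just upstream of the Rnt1 feature, alone held 48.2% ± 2.56 of the WT reads in ETS2 and 4.16% ± 0.08 of the mutant reads (SD, n = 3).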

Figure 3*A* suggests that in the *rpa190-F1205H* strain, there is a significant increase in Pol I occupancy as compared with WT, and this increase seems more exaggerated at the 5′ end of the 35S gene (see the external transcribed spacer 1 [ETS1]) as compared with the 3′ end (see the external transcribed spacer 2 [ETS2]). This increase in occupancy is especially noticeable in the spacer regions (as evidenced by the almost *solid green markers* in those regions in Fig. 3*A* *versus* the mixture of *black* and *green markers* in the gene regions), though it is present across the length of the entire gene in every region. This is likely because of unavoidable mature rRNA product contamination in the NET-Seq samples, a limitation of this experiment that we have discussed in a previous publication (25). 

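Of the 1494 spacer positions tested, 82.5% were higher and 4.42% lower in *rpa190-F1205H* at an adjusted p below 0.05 from limma. Of the 5349 positions tested in the 18S, 5.8S, and 25S genes, 29.0% were higher and 42.1% lower. The share of higher positions was 87.5% in ETS1, 84.4% in ITS1, 90.0% in ITS2, and 53.6% in ETS2. It was 33.8% in the 18S gene, 20.5% in the 5.8S gene, and 26.8% in the 25S gene, and in each of these genes more positions were lower than higher. As a mean over positions, the 18S gene was unchanged within the spread of the libraries (log2 ratio 0.0036, exact permutation p = 0.8, n = 3 per strain). The 5.8S gene had 206 ± 4.79 normalized reads per position in WT and 146 ± 4.75 in the mutant, and the 25S gene 185 ± 1.75 and 164 ± 0.395 (SD, n = 3). For both genes all 3 mutant libraries lay below all 3 WT libraries. With every library rescaled to the same spacer total, 42.8% of the spacer positions were higher and 28.1% lower, and 92.7% of the gene positions were lower.

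**Figure D1:**
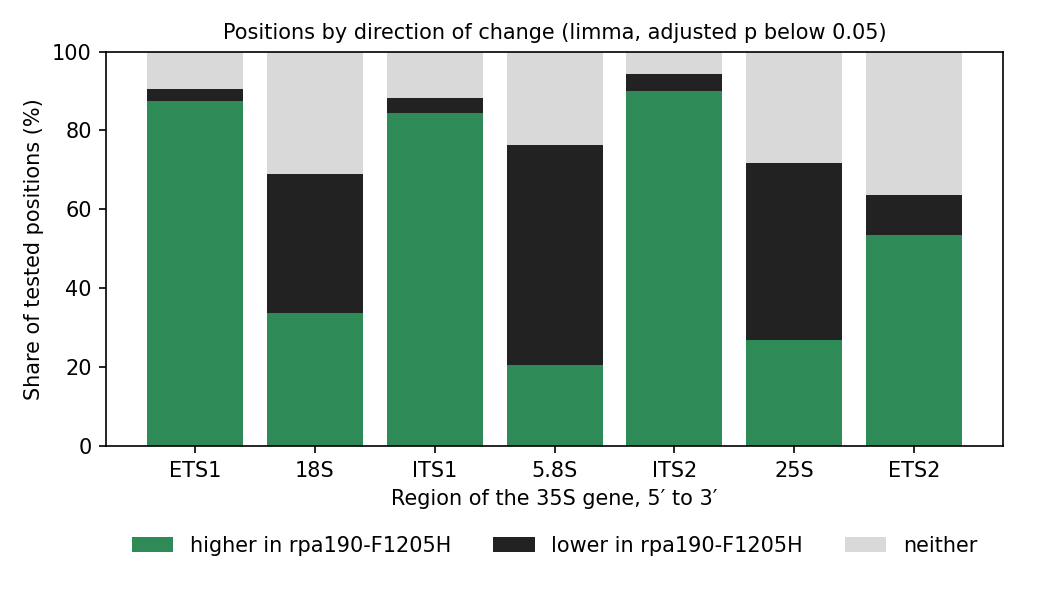
Share of tested positions (y axis, %) in each region of the 35S gene (x axis) that were higher (green), lower (black), or neither (gray) in *rpa190-F1205H* against WT, from limma with 3 libraries per strain at an adjusted p below 0.05. Higher positions made up 87.5% of ETS1 and 53.6% of ETS2, and 20.5% to 33.8% of the 3 mature rRNA genes.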

During rRNA synthesis, the spacer regions are rapidly cotranscriptionally and post-transcriptionally processed and removed prior to rRNA maturation (2, 4, 5, 12). Therefore, evaluation of Pol I occupancy in the spacer regions allows for the direct measure of nascent rRNA, without interference from contaminating mature rRNA. Therefore, we investigated the occupancy patterns in these four spacer regions (ETS1, internal transcribed spacer 1, internal transcribed spacer 2, and ETS2) more extensively to examine occupancy patterns and diminish mature product contamination as much as possible. Figure 3*B* indicates that there is an obvious increase in occupancy in the ETS1 and internal transcribed spacer 1 (the most 5′ regions) in the *rpa190-F1205H* strain as compared with WT, with a modest occupancy increase in the internal transcribed spacer 2 region and some occupancy differences present in the most 3′ region, the ETS2. In addition, the Kolmogorov–Smirnov test was used for statistical comparison in these regions, where a *p* value <0.05 indicates that the patterns between strains are not from the same distribution. 

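The mean in ITS1 was 16.7 ± 1.51 normalized reads per position in WT and 54.4 ± 1.23 in *rpa190-F1205H*, a log2 ratio of 1.71. In ITS2 it was 34.0 ± 3.42 in WT and 75.9 ± 0.864 in the mutant, a log2 ratio of 1.16 (SD, n = 3). In both, every mutant library was above every WT library (exact permutation p = 0.1). Positions 3021 to 3026, next to the 3′ end of the 5.8S gene, held 38.6% ± 1.43 of the WT reads in ITS2 and 8.01% ± 0.05 of the mutant reads (SD, n = 3). With 10 nucleotides at each end of every region left out, the log2 ratio in ITS2 was 1.78. Single positions changed in both directions. The highest WT position in ETS1, position 102, fell from 1034 ± 199 to 605 ± 42.5 normalized reads in the mutant (log2 fold change -0.76, standard error 0.14, adjusted p = 0.0012 from limma). The highest mutant position in ETS1, position 166, rose from 220 ± 51.5 to 1690 ± 117 (log2 fold change 2.96, standard error 0.16). In ITS1, position 2659 was the highest in both strains and rose from 328 ± 57.5 to 543 ± 26.8 (log2 fold change 0.74), though it fell, with a log2 fold change of -0.82, when libraries were rescaled to the same spacer total. In ITS2 the highest position moved from 3025 in WT, with 789 ± 91.4 there and 355 ± 12.8 in the mutant, to 3116 in the mutant. Position 3116 also had the largest rise among spacer positions with a mean of at least 50, from 14.3 ± 3.99 to 936 ± 34.8 (log2 fold change 5.97, standard error 0.18, adjusted p = 5.4e-08 from limma), and positions 558 and 540 in ETS1 followed with log2 fold changes of 5.71 and 5.41. The 3 largest falls among such positions were all in ETS2. Position 6662, its highest WT position, went from 1026 ± 188 to 97.7 ± 6.07 (log2 fold change -3.36), T1 at position 6739 from 171 ± 18.7 to 20.3 ± 5.32 (log2 fold change -3.04), and position 6661 from 525 ± 77.7 to 82.4 ± 3.04 (log2 fold change -2.65). The highest mutant position in ETS2, position 6671 within the Rnt1 feature, rose from 20.0 ± 2.71 to 355 ± 3.20 (log2 fold change 4.09). Values are means ± SD of 3 libraries, and fold changes are on the log2(value + 1) scale, with every adjusted p at or below 0.0012.

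**Figure D2:**
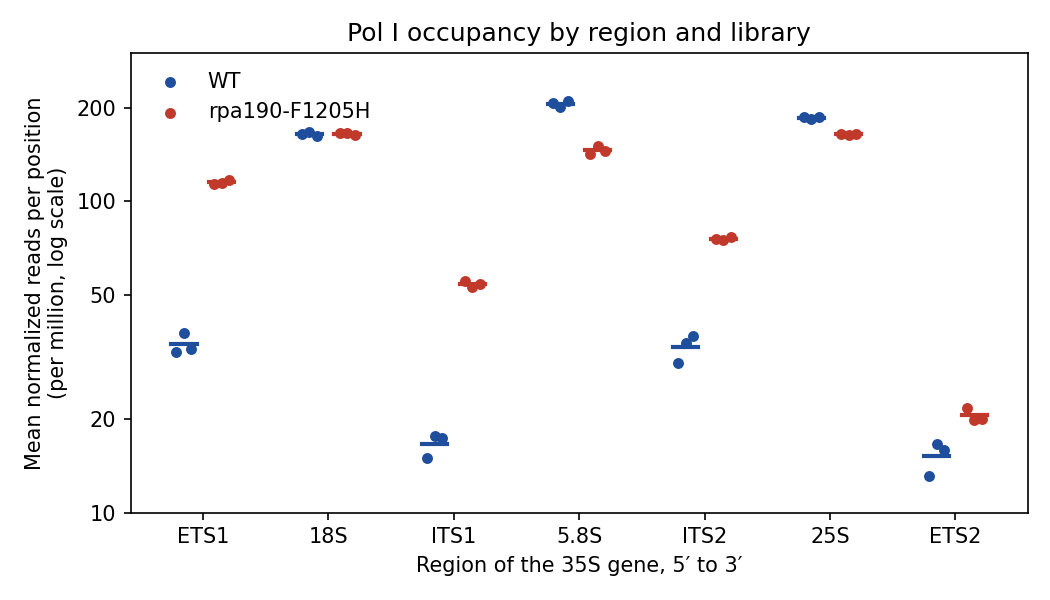
Mean normalized reads per position (y axis, log scale) in each region of the 35S gene (x axis), with a point for each of 3 WT (blue) and 3 *rpa190-F1205H* (red) libraries and a bar at the mean. The mutant libraries lie above the WT libraries in all 4 spacers and below them in the 5.8S and 25S genes.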

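Between the strains' medians over 3 libraries, the Kolmogorov-Smirnov distance was 0.396 over the 700 positions of ETS1 (p = 2.5e-49), 0.427 over the 361 positions of ITS1 (p = 7.6e-30), 0.483 over the 232 positions of ITS2 (p = 7.4e-25), and 0.232 over the positions of ETS2 (p = 2.1e-05, each from the exact two-sided test). These p-values treat positions as independent, which neighboring positions of one template are not, and the same distance between single libraries gives the replicate error. In ETS1 it was 0.024 to 0.041 between libraries of one strain and 0.376 to 0.417 between libraries of different strains. In ETS2 the ranges were 0.066 to 0.109 within a strain and 0.218 to 0.251 between strains. The distance responds to level as well as to shape. With every library rescaled to the same spacer total, the distance was 0.161 in ETS1 (p = 2.2e-08), 0.086 in ITS1 (p = 0.14), 0.108 in ITS2 (p = 0.14), and 0.128 in ETS2 (p = 0.063, exact two-sided tests), where the mutant then had the lower median.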

The Kolmogorov–Smirnov test demonstrated that the distribution patterns were significantly different between strains in all four spacer regions. 

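The moving average of the strains' medians over the first 200 positions was 40.4 normalized reads in WT and 121 in *rpa190-F1205H*, a difference of 80.8. Over the last 200 positions it was 15.0 in WT and 20.2 in the mutant. Of the 6659 windows of 200 positions, the mutant was above WT in 42.9%. Its largest excess, 104 normalized reads, was over positions 106 to 305 in ETS1, and its largest deficit, with a difference of -69.2, over positions 5306 to 5505 in the 25S gene. Over the first 2000 positions, which include most of the 18S gene, the difference was 25.7. After rescaling every library to the same spacer total, the first window of 200 positions had 81.1 in WT and 81.3 in the mutant.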

The occupancy differences observed in Figure 3 were validated by generating moving average and cumulative distribution function plots (Figs. S4 and S5, respectively). Collectively, these data suggest that consistent with Figure 2, *rpa190-F1205H* Pol I pauses more frequently than WT Pol I *in vivo*, especially at the 5′ end of the 35S gene, evidenced by increased occupancy.

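The spacers held 3.81%, 4.45%, and 4.17% of the reads of the WT libraries and 12.2%, 12.1%, and 12.3% of those of the *rpa190-F1205H* libraries. Since every library is scaled to the same sum, the height of the spacers also depends on how many mature rRNA reads a library holds, and the measure that does not depend on the scaling is the comparison of spacers within a library. By region means, the log2 ratio of ETS1 to ITS1 was 1.06 ± 0.10 in WT and 1.08 ± 0.04 in the mutant (SD, n = 3, exact permutation p = 0.8). By medians over positions it was 0.45 ± 0.07 in WT and 1.20 ± 0.01 in the mutant (SD, n = 3, exact permutation p = 0.1), with every mutant library above every WT library. The paper takes highly occupied regions as areas where Pol I is potentially paused or transcribes more slowly. From the higher occupancy in the mutant, larger in ETS1 than in ETS2, and from the chromatin spreads in Fig. 2, it proposes that the mutant polymerase pauses more often *in vivo*, above all at the 5′ end of the gene.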

**Figure 3:**
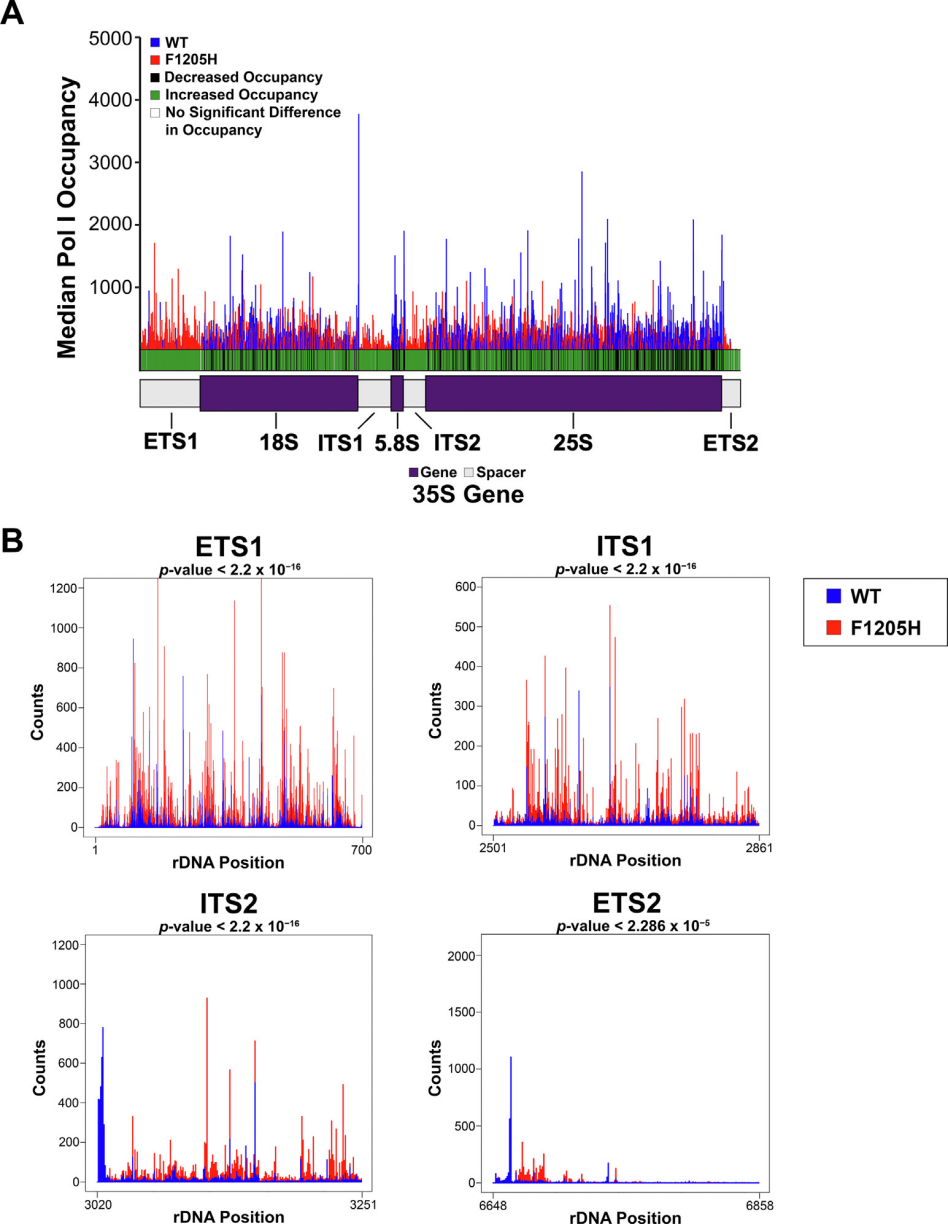
**NET-Seq indicates an altered pause profile in *rpa190-F1205H* yeast.***A*, the median Pol I occupancy in the WT (*blue*) and *rpa190-F1205H* (*red*) strains was mapped to the rDNA gene. At each position, a *t* test was executed to determine whether there was a significant difference in occupancy (*p* < 0.05) between strains. These results (*green* [increased], *black* [decreased], and *white* [no change]) are indicated below the histogram for the *rpa190-F1205H* strain with respect to WT. *B*, histograms depicting median Pol I occupancy differences in the spacer regions only (ETS1, ITS1, ITS2, and ETS2). The Kolmogorov–Smirnov (K–S) test was used to determine whether the patterns in each strain were from the same distribution (see *p* values located above each graph). ETS, external transcribed spacer; ITS, internal transcribed spacer; NET-Seq, native elongating transcript sequencing; Pol I, polymerase I; rDNA, ribosomal DNA.

To gain insight into features of the rDNA that influence the strain-altered Pol I occupancy patterns shown in Figure 3, we took advantage of the high-resolution nature of NET-Seq data and determined the sequence preferences for each strain by generating a DiffLogo (Fig. 4). 

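The top 2.5% of the 1504 spacer positions by the strain's median over 3 libraries are 38 positions per strain. Of the WT positions, 23 lay in ETS1, 3 in ITS1, 9 in ITS2, and 3 in ETS2. Of the *rpa190-F1205H* positions, 31 lay in ETS1, 3 in ITS1, 4 in ITS2, and 0 in ETS2. Spread evenly over the spacers, 17.7 of 38 positions would lie in ETS1.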

The top 2.5% occupied positions in the spacer regions were identified in both strains, and the highly occupied sequences were displayed for the mutant strain on top (Jensen–Shannon divergence <0), compared with the WT strain below (Jensen–Shannon divergence >0). Just like in Figure 3*B*, only the spacer regions were included in this analysis to reduce sequence enrichments coming from mature rRNA product contamination. Figure 4 demonstrates that there is polymerase repositioning on the rDNA template between strains, as *rpa190-F1205H* Pol I readily occupies A/G-rich regions that are present in the RNA:DNA hybrid, as compared with the C/T-rich regions occupied by WT Pol I. The RNA:DNA hybrid contributes directly to the stability of transcription elongation complexes (26, 27), so changes in sequence preferences in the hybrid region could directly impact pausing and nucleotide addition. 

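With the mapped 3′ end as position -1, A and G made up 49.5% of the last 10 incorporated nucleotides at the 38 WT positions and 62.9% at the 38 *rpa190-F1205H* positions, a difference of 13.4 percentage points (two-sided permutation of sites between strains, 100000 resamples, p = 0.0076). Over all spacer positions the share was 51.2%. The length of the hybrid is not stated in the paper, and with 8 nucleotides the difference was 15.1 percentage points. Chosen in each library separately, the positions gave 49.7% ± 0.263 in WT and 63.8% ± 0.804 in the mutant (SD, n = 3), with no overlap between the strains (exact permutation p = 0.1). Libraries of one strain shared 35 to 36 of their 38 positions, so this SD does not measure the uncertainty over sites. The difference depended on positions at the ends of the spacers. With 10 nucleotides at each end of every spacer left out before ranking, it was 6.39 percentage points (permutation p = 0.16). The WT share was then 56.4%, above the 51.2% of all spacer positions, and the mutant share was 62.8%. The difference was 26 percentage points for the top 1% of spacer positions (permutation p = 0.0070) and 7.73 for the top 5% (permutation p = 0.013). At single positions, the Jensen-Shannon divergence was largest at -3, at 0.093 (permutation p = 0.027), where G rose from 23.7% of the WT sites to 47.4% of the mutant sites and C fell from 36.8% to 10.5%. At +27 it was 0.048 (permutation p = 0.18), and A rose from 21.1% to 36.8% while C went from 13.2% to 2.63%. At -1, the last incorporated nucleotide, it was 0.016 (permutation p = 0.65). No position of the 60 had an adjusted p below 0.05 after Benjamini-Hochberg adjustment, and 1 did without adjustment. The value at +27 changed with the libraries used. It was 0.095 (permutation p = 0.026) without *rpa190-F1205H* replicate 2 and 0.087 (permutation p = 0.044) without replicate 3 of that strain. At -3 it was 0.320 (permutation p = 0.0076) for the top 1% of spacer positions, 0.015 (permutation p = 0.37) for the top 5%, and 0.050 (permutation p = 0.17) when the top 2.5% were taken within each spacer.

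**Figure D3:**
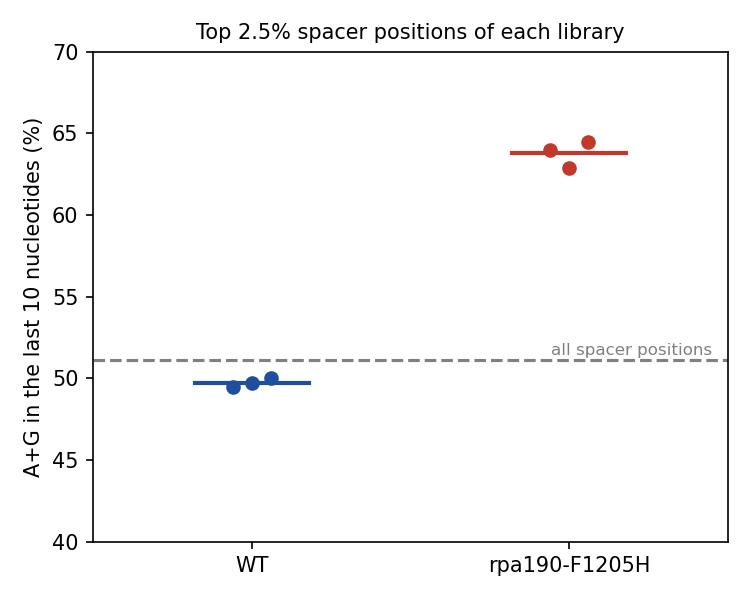
Share of A and G in the last 10 incorporated nucleotides (y axis, %, starting at 40) at the top 2.5% spacer positions of each of 3 WT (blue) and 3 *rpa190-F1205H* (red) libraries, with a bar at the mean. The dashed line is the share over all spacer positions, 51.2%. The WT libraries lie near it and the mutant libraries between 62.9% and 64.5%. Libraries of one strain share 35 to 36 of their 38 positions. With 10 nucleotides at each spacer end left out, the top positions by the strain's median gave 56.4% in WT and 62.8% in the mutant.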

Altogether, these NET-Seq results suggest that *rpa190-F1205H* Pol I exhibits impaired transcription elongation as compared with WT Pol I *in vivo*, and these findings could explain some of the pausing effects seen in Figures 2 and 3.

**Figure 4:**
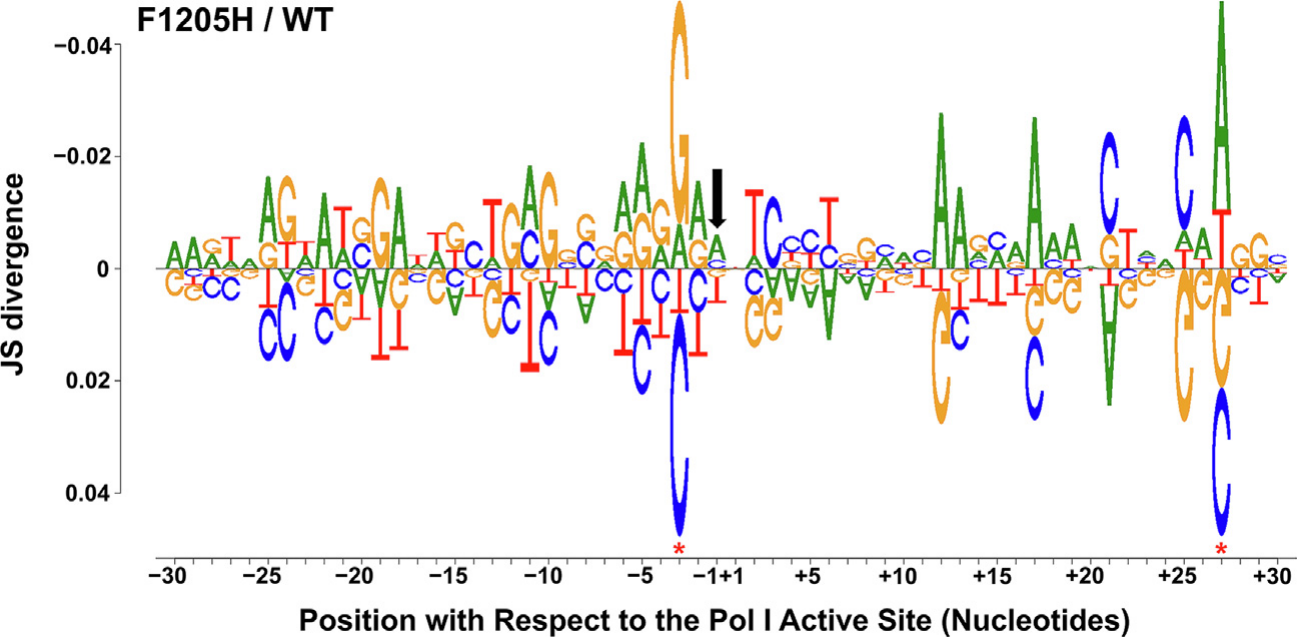
**The *rpa190-F1205H* mutation alters the nucleotide preference at pause sites *in vivo*.** A DiffLogo plot is shown, which demonstrates the sequence preference differences for the top 2.5% occupied positions in the spacer regions only for the *rpa190-F1205H* strain (*top*, JS divergence <0) and the WT strain (*bottom*, JS divergence >0). The *black arrow* indicates the position of the last incorporated nucleotide into the transcript. *Red asterisks* indicate positions of significance (*p* < 0.05), indicating that the sequences at that position are not from the same distribution. JS, Jensen–Shannon.

### rRNA processing and ribosome biogenesis are defective in *rpa190-F1205H* yeast

Given the previously characterized relationship between Pol I elongation defects and rRNA processing and ribosome biogenesis (5), we hypothesized that Pol I elongation rate and pausing frequency influence these cotranscriptional processes. Figure 1, Figure 2, Figure 3, Figure 4 demonstrate that *rpa190-F1205H* Pol I exhibits transcriptional defects and increased pausing both *in vitro* and *in vivo*. Therefore, we tested our hypothesis by determining whether ribosome biogenesis was impaired in the *rpa190-F1205H* yeast strain. We used Northern blot analysis to measure the level of precursor and mature rRNAs in both strains. In the *rpa190-F1205H* strain, we observed a reduction in the level of precursor rRNAs for both the 18S and 25S (Fig. 5*A*). This loss of signal was most likely because of degradation of the pre-rRNAs. However, since exosome-mediated RNA decay occurs in the 3′ to 5′ direction and we are confined to using a Northern probe that targets the 3′ end of the species (Fig. S6), degradation of the 23S and 20S pre-rRNAs is not detectable in this experiment. Alternatively, the 5′ location of the 27S probe yielded clear evidence for the degradation of this rRNA species in the mutant strain but not in WT (Figs. 5*A* and S6). Quantification of this degradation was performed by measuring the ratio of the amount of full-length 27S relative to total signal within the lane. These results identified significant degradation of the 27S precursor in the mutant *versus* WT (Fig. 5*B*). To demonstrate that these processing defects are a direct result of perturbations in transcription elongation, we previously analyzed processing intermediates in exosome (*rrp6*) mutants (5). We found those results to be consistent with our findings in this study. From these data, we conclude that the disruption of Pol I transcription elongation results in defective processing of the nascent rRNA and induces degradation of intermediates.

**Figure 5:**
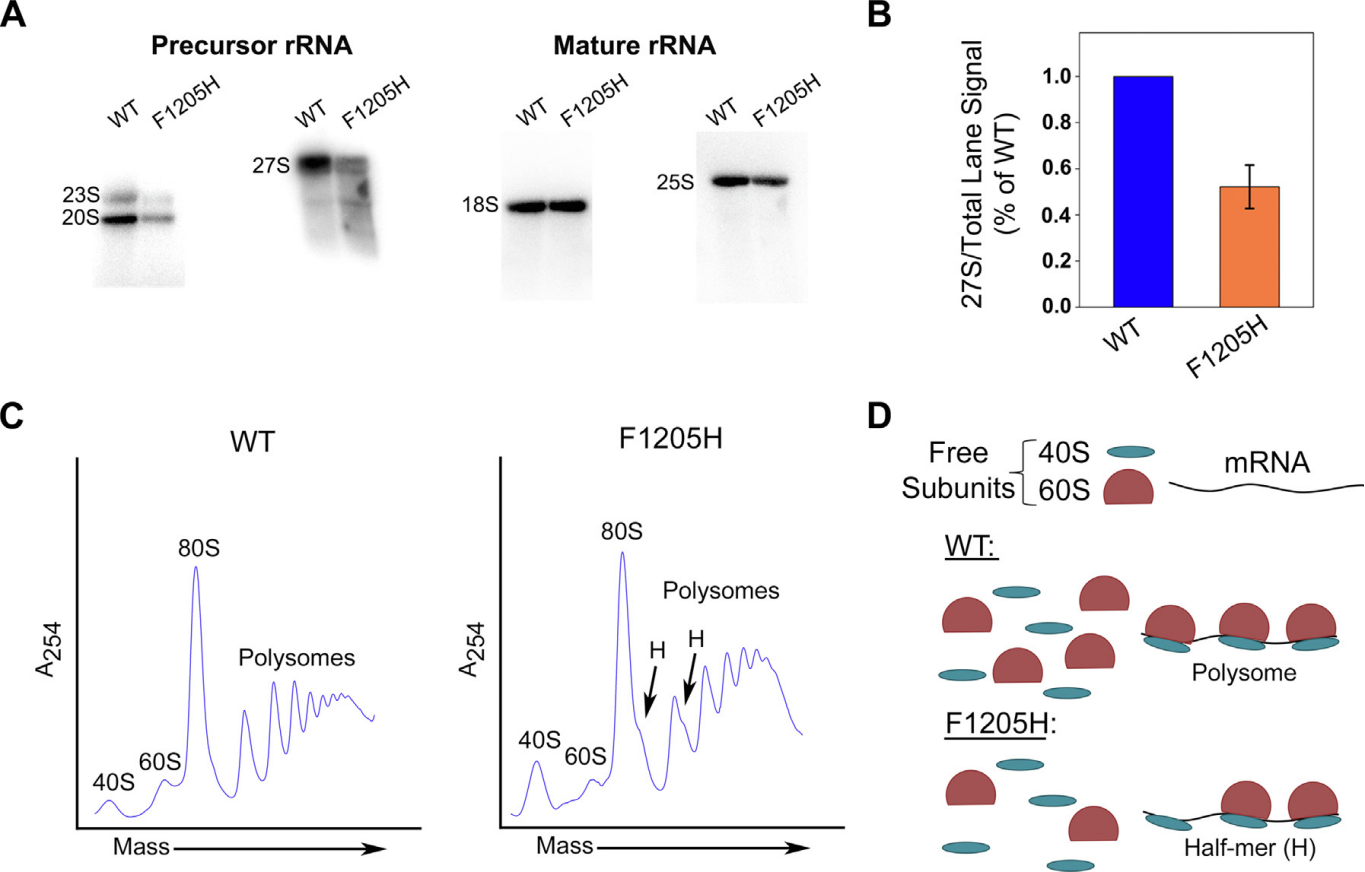
**The *rpa190-F1205H* mutation induces rRNA processing and ribosome biogenesis defects.***A*, Northern blot analysis of precursor and mature rRNAs. The *rpa190-F1205H* mutation leads to a loss of the precursor rRNAs. *B*, degradation of the 27S species is observed as the smear of signal below the full-length 27S. The degradation of 27S was quantified by measuring the ratio of full-length 27S divided by the total lane signal (n = 4). *C*, polysome profile analysis (sucrose gradient centrifugation) was performed on WT and mutant strains. Free ribosomal subunits (40S and 60S) were separated from monosomes (80S) and polysomes. Half-mers (H) were detected in the *rpa190-F1205H* strain, along with an altered relative abundance of 60S. The traces shown here are representative of three biological replicates (n = 3). *D*, schematic indicating how a half-mer is formed.

To evaluate consequences of the *rpa190-F1205H* mutation on the populations of ribosomal subunits, we performed sucrose gradient centrifugation. Sucrose gradient centrifugation provides an overall view of the abundance and activity of cytoplasmic ribosomes involved in translation. This technique is used to separate ribosomal subunits, fully intact ribosomes, and polyribosomes, and the resultant data can be used to make qualitative predictions about the efficiency of ribosome assembly and function in cells. Using this technique, we observed a substantial reduction in the relative abundance of 60S ribosomal subunits (*versus* either 40S subunits or 80S monosomes) in the *rpa190-F1205H* cells compared with WT (Figs. 5*C* and S7). Consistent with the imbalanced proportion of the large subunit population relative to that of the small subunit, we also observed half-mers, which indicate that a small subunit has engaged the mRNA template but has yet to associate with a large subunit. These half-mers appear as shoulder peaks detectable on the monosome and disome peaks (labeled in Fig. 5*C*, model of half-mer formation in Fig. 5*D*). Thus, the appearance of half-mers is consistent with the observation of reduced 60S subunit abundance relative to 40S subunits in the mutant strain.

Sucrose gradient analyses were performed in triplicate, and representative traces are shown in Figure 5*C*. Quantification of sucrose gradient traces is complicated because gradients are loaded for equal amounts of material that absorb UV light at 260 nm. Since many molecules absorb UV, the baseline absorption does not uniquely reflect ribosome abundance. Thus, the absolute amplitude of any position in the trace does not necessarily reflect a biologically significant difference (*e.g.*, the apparent increase in polysomes in the mutant trace). When the baseline is calculated by extrapolating between “valleys” in the trace, we determined that there was approximately a fourfold decrease in the average 60S abundance relative to 40S in the mutant strain, as compared with an almost threefold increase in WT yeast (Fig. S7). These observations demonstrate that in *rpa190-F1205H* yeast, the production of the 60S subunit is preferentially impaired compared with the 40S, which leads to inefficient translation initiation. Altogether, these findings demonstrate that transcription elongation is directly coupled to rRNA processing and ribosome assembly.

## Discussion

### Pol I transcription elongation properties directly affect ribosome biogenesis

Cotranscriptional processing of nascent RNA has been appreciated for many years (*e.g.*, the 5′ capping of mRNA). Interestingly, the elongation phase of transcription has also been implicated in events such as alternative splicing (8, 28, 29). Pre-rRNA processing serves as an excellent model system to study the connection between transcription elongation properties and RNA processing efficiency because of its cellular abundance, intimate connection to cell viability, and clearly defined cotranscriptional nature. In this study, we used a Pol I TL mutant, *rpa190-F1205H*, which exhibits a reduction in transcription elongation rate (17). Characterization of the transcription elongation properties of *rpa190-F1205H* Pol I revealed an increased tendency to pause both *in vitro* and *in vivo*. Consistent with previous studies investigating elongation-defective Pol I mutants (5), rRNA processing and ribosome biogenesis were impaired by this mutation. These results suggest that the transcription elongation properties of Pol I have coevolved with early rRNA processing steps to promote efficient cotranscriptional processing of rRNA and ribosome assembly.

Previous results suggested that Pol I transcription elongation directly influences the efficiency of ribosome biogenesis (30, 31, 32). A critical finding in support of this idea was the characterization of an elongation-impaired Pol I mutant, *rpa135-D784G* (5). This mutant exhibited a ∼10-fold defect in transcription elongation rate *in vitro* compared with WT Pol I. Furthermore, in the *rpa135-D784G* yeast strain, there was aberrant rRNA processing and defects in ribosome biogenesis (evidenced by half-mers and a reduced 60S/40S ratio). A separate study demonstrated that deletion of the gene that encodes for the Rpa49 subunit of Pol I also resulted in accumulation of half-mers and a reduction in 60S compared with 40S subunit abundance (20). Those findings showed that *rpa49Δ* Pol I had a reduced elongation rate as compared with WT, which resulted in increased spacing between polymerases and suggested additional torsional stress in the rDNA. In WT yeast cells, Pol I occupancy on the rDNA is high and the polymerases are densely packed, with about 50 elongation complexes per 35S gene (33). The close proximity between Pol I elongation complexes prevents accumulation of positive supercoils in front and negative supercoils behind each polymerase. Positive supercoiling in front of polymerases could present an obstacle during transcription elongation, and severe supercoiling could even inhibit transcription altogether. These data highlight an important question: is the elongation rate, pausing propensity of Pol I, or spacing between polymerases important for efficient rRNA processing and ribosome biogenesis? One study was performed to test this *via* mutation of an important preinitiation complex factor, Rrn3. The findings from that study demonstrated that increased spacing between polymerases (because of impaired transcription initiation) does not lead to ribosome assembly defects (5). Therefore, we propose that transcription elongation properties rather than Pol I spacing are critical for cotranscriptional processes. Along these lines, the effect of a Pol I mutant that exhibits a gain-of-function phenotype (such as increased elongation rate) on ribosome biogenesis would be a further test of this hypothesis. Indeed, one would hypothesize that an alteration of elongation rate through either a decrease (as shown here) or an increase would negatively impact rRNA processing and ribosome biogenesis. Interestingly, a hyperactive Pol I mutant has been described in the recent literature (34). Those findings demonstrated that the Pol I mutant, *rpa135-F301S*, produced more rRNA overall compared with WT Pol I both *in vitro* and *in vivo*, but the effects of this mutation on rRNA processing have not yet been characterized.

### Which features of transcription elongation influence rRNA processing?

The goal of this study was to investigate the importance of elongation rate *versus* pausing with respect to cotranscriptional events; however, the two features are difficult to disentangle. To influence transcription elongation rate directly, the Pol I catalytic functions must be impaired. As a result, we expect most elongation-defective enzymes to exhibit altered pausing properties as well. In addition, any increase in pausing will inherently decrease overall transcription elongation rate. Interestingly, the *rpa190-F1205H* mutation did not simply increase the dwell time of pause sites already exhibited by the WT enzyme *in vivo*, rather, the mutation resulted in a redistribution of pausing sites with preference for the 5′ end of the rDNA template (Fig. 3). Based on these data, we conclude that the introduction of abnormal pause sites for Pol I, together with a modest defect in transcription elongation rate, causes severe defects in rRNA processing.

NET-Seq has been used to identify sequence features that govern pausing by Pol II (35) and by *Escherichia coli* RNA polymerase (36). However, such sequence motifs have not yet been definitively identified for Pol I, possibly because Pol I transcribes a single ∼6 kb gene as compared with Pol II, which transcribes thousands of genes. Using NET-Seq in this study, we have determined that there is repositioning of Pol I in the top 2.5% most occupied positions for the WT *versus rpa190-F1205H* yeast (Fig. 4). 

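Of the 38 top spacer positions of each strain, 14 were shared, where an independent choice would share 0.96. Between libraries of one strain, 35 to 36 of the 38 were shared, and between a WT and an *rpa190-F1205H* library 13 to 15. Over the spacer positions, the Spearman coefficient between the strains' medians was 0.808, lowest in ITS1 at 0.701 and highest in ETS2 at 0.838. Coefficients and overlaps are across positions and were not tested.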

Our findings demonstrate that in the spacer regions, *rpa190-F1205H* Pol I preferentially occupies A/G-rich regions, as opposed to the C/T-rich regions occupied by WT Pol I. Indeed, both EM of Miller chromatin spreads and NET-Seq revealed dramatic redistribution of Pol I occupancy as a consequence of a single point mutation in the TL region. The findings from this study as well as previous publications (4, 5) demonstrate that there is a clear link between transcription elongation and rRNA processing, and it is reasonable to hypothesize that this relationship could at least partially rely on rDNA template sequence content. However, the role of sequence-specific effects in regulating this relationship is still not well understood. A recent publication suggested that template sequence could affect the pausing propensity of Pol I and possibly folding of the rRNA (9); however, the coordination of these processes remains largely undefined.

### Does Pol I pausing facilitate cotranscriptional ribosome assembly?

This study focused on the characteristics of the *rpa190-F1205H* Pol I and how defective transcription elongation properties can perturb rRNA processing events. Since NET-Seq data can be viewed as a snapshot of Pol I occupancy *in vivo*, one may interpret large peaks as sites of polymerase pausing. Therefore, Figure 3 demonstrates the heterogeneity of Pol I occupancy *in vivo*, consistent with previous findings (9, 22, 23, 24, 25, 37), and indicates that Pol I faces barriers to transcription elongation, even though the rDNA is generally thought to be mostly free of phased nucleosomes (38). Whereas these data highlight an apparent nucleotide incorporation preference and multiple sites of increased Pol I occupancy throughout the 35S gene, there are many open questions: do these pause sites play a role in cotranscriptional or post-transcriptional processing? If so, are they conserved among eukaryotic species? We posited previously that because sequence similarity and secondary structure proximal to the active site are highly conserved throughout both eukaryotic and prokaryotic DNA-dependent RNA polymerases, sequence-dependent pausing effects observed in yeast Pol I might be conserved in other polymerases as well. On the other hand, the primary sequence for the rDNA in various species can differ a great deal (though core mature secondary structure is largely conserved). Are sequence effects consistent for Pol I throughout Eukarya? All these questions are raised by the novel capabilities provided by experimental approaches like NET-Seq. As these questions are answered over time, we expect to determine the significant evolutionary constraints applied to the rDNA to optimize ribosome function as well as assembly and potentially regulation of ribosome biosynthesis.

### Are trans-acting factors involved in coordinating Pol I elongation and cotranscriptional ribosome assembly?

These data suggest that Pol I elongation kinetics are important for cotranscriptional processes; therefore, it is conceivable that the actions of transcription factors, which modulate Pol I elongation, may also affect ribosome assembly. Indeed, one such factor might be Paf1. It was previously established that the deletion of genes that encode Paf1 subunits leads to reduced Pol I elongation rate and aberrant cotranscriptional rRNA processing (19). In addition, Spt4 and Spt5 have been shown to influence Pol I transcription elongation *in vivo* (23), and deletion of *SPT4* results in a reduction in Pol I elongation rate and rRNA processing defects (39). These studies suggest that various transcription factors may facilitate proper elongation and possibly cotranscriptional ribosome assembly.

The effects of transcription factors on pausing have previously been shown to alter the folding of RNA cotranscriptionally. In *E. coli*, the folding of RNAse P domains was influenced by the transcription elongation factor NusA (10). These data suggest that transcription factors can directly affect cotranscriptional RNA processing and maturation. It is reasonable to suggest that in cells, transacting factors might manipulate pause probability or rates of nucleotide addition to tune the assembly or activity of processing factors on the nascent rRNA. Currently, we have only begun to reveal the complex relationship between transcription elongation and the myriad of steps required to build functional eukaryotic ribosomes.

## Experimental procedures

### Yeast strains, plasmids, and growth conditions

Yeast cultures were grown at 30 °C in standard growth conditions, and yeast strain manipulation was performed using standard methods (40). For isolation of *rpa190-F1205H*, the mutation was introduced into a pBlueScript derivative carrying a region of *RPA190* using PCR-directed mutagenesis. Sanger sequencing was used to validate the construct. The validated mutant plasmid was cloned into pRS315 containing the entire *RPA190* gene flanked with 500 base pairs both upstream and downstream. The mutant plasmid was then transformed into a diploid strain, *RPA190*/*rpa190Δ*::HIS3, and sporulated. Haploids were isolated by dissection and selected for on SD -Leu -His double dropout media to identify *rpa190Δ*::*HIS3* <pRS315-*rpa190-F1205H*> strains. For the *RPA135-FLAG* and *RPA135-HA* strains, the tag was introduced into the genomic *RPA135* locus by recombination (40).

### *In vitro* transcription

Pol I was purified, and *in vitro* experiments were performed as previously described (17, 18). Briefly, the template sequence included the native promoter and rDNA sequence, except for a stretch of six Gs in the template strand. This enables synchronization of the polymerases at that position with the omission of CTP and is key for elongation rate assays. 

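Both windows can be placed on the positions of the 35S gene. The ETS1 window, positions 405 to 604, lies on chromosome XII from 466966 to 467165 on the minus strand, and 56.0% of its 200 nucleotides are A or G. The 18S window, positions 2246 to 2445, lies on chromosome XII from 465125 to 465324, and 49.5% of its nucleotides are A or G. In the NET-Seq libraries, the ETS1 window had 37.5 ± 3.21 normalized reads per position in WT and 128 ± 3.71 in *rpa190-F1205H*, and the 18S window 105 ± 1.82 and 121 ± 2.73 (SD, n = 3).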

The sequences used *in vitro* were cloned from positions in the rDNA 5′ ETS (+405 to +604) and 18S (+2246 to +2445) and placed immediately downstream of the native rDNA promoter and the initially transcribed 55-nucleotide C-less stretch. The rDNA position is numbered with respect to the transcription start site. *In vitro* reactions (20 μl each) were performed in 1× transcription buffer (20 mM Tris–OAc [pH 7.9], 100 mM potassium glutamate, 8 mM magnesium acetate, 2 mM DTT, RNasin Plus [Promega], 0.2 mg/ml acetylated bovine serum albumin), 10 μCi of [α^32-^P] UTP (PerkinElmer), 10 μM ultrapure NTPs (GE Life Sciences), and quenched with 1 ml of 1.25 M ammonium acetate in 95% ethanol.

### Miller chromatin spreads

EM of Miller chromatin spreads was performed as previously described (33), and quantification of gaps was performed as described (19). Briefly, a “large gap” was defined as a stretch of rDNA that could accommodate 40 polymerases (∼25% of the total rDNA length). The position of the start (promoter-proximal edge) of the gap was determined. The data were binned in intervals of 10% of the gene length (∼670 bp/bin), and the frequency of observing the start of a gap within each bin was plotted at the position of the midpoint of the bin. The rDNA repeats shown are representative of the populations observed from mutant or WT cells.

### NET-Seq

NET-Seq was performed exactly as previously described (25) using the *rpa190-F1205H* strain with an additional 3×-hemagglutinin tag on the C terminus of Rpa135 and the appropriate parent strain. Briefly, 1 l cultures (a total of 3 l per strain) were harvested and lysed under cryogenic conditions. Pol I elongation complexes were immunoprecipitated, and the RNA was extracted. A DNA linker containing a unique molecular identifier was ligated onto the 3′ end of the isolated nascent transcripts (23) to preserve the last incorporated nucleotide position and then reverse transcribed. Finally, the complementary DNA was circularized and amplified *via* PCR to produce high-throughput sequencing libraries using a NextSeq 500 as previously described (22, 23). Amplification primers for each sample are included in Table S1.

NET-Seq data analysis was performed exactly as published, using the same options and function settings as previously described (23, 24, 25). In summary, reads were deduplicated based on the unique molecular identifier sequence as previously described using fqtrim (version 0.9.7 (41)). Next, the 5′ and 3′ adaptors were trimmed off of resultant reads using cutadapt (version 3.4 (42)). Reads were aligned to the yeast genome (*S. cerevisiae* genome assembly 64-1-1) using the STAR aligner (version 2.7.1a (43)). Finally, resultant BAM files were sorted and indexed using SAMTools (version 1.6 (44)), converted to BED files, and genome coverage files were generated using BEDTools (version 2.28.0 (45)).

Following genome coverage file generation, all data analyses and visualizations were performed using R (version 4.1.3) and RStudio (version 2022.02.1). An organized data frame containing coordinate number, region identity, nucleotide, and normalized counts was created exactly as previously described (23). Histograms were generated either by using the built-in plotting function of R or with ggplot2 (version 3.3.5), and Spearman correlation coefficients were calculated using R. The DiffLogo package (version 2.18.0) was used to create the DiffLogo plot. A complete list of software packages and versions used is available in Table S2. Raw data can be accessed through the Gene Expression Omnibus of the National Center for Biotechnology Information *via* series accession number GSE196146. The data processing code and R scripts are available upon request.

### Northern blot analysis

RNA was isolated from cells harvested during exponential phase by phenol–chloroform extraction followed by an ethanol precipitation. The RNA pellets were suspended in water, and the concentration of RNA was normalized between samples. Equal amounts of RNA were run on 0.9% formaldehyde:agarose gels and then transferred to a nylon membrane. The Northern procedure was performed using an HB-500 Minidizer hybridization oven (UVP). The membrane was prehybridized at 65 °C for 4 h in 20 ml hybridization buffer (0.5 M sodium phosphate [pH 7.2], 7% SDS [w/v]). Oligo probes (0.5 μM) were labeled using [γ^32^-P] ATP and polynucleotide kinase (NEB) for 1 to 2 h. The entire oligo labeling reaction (20 μl) was added to the hybridization buffer and allowed to hybridize at 65 °C overnight. Prior to washing, the blot was incubated at room temperature for 2 h and then washed in 20 ml wash buffer (40 mM sodium phosphate [pH 7.2] and 1% SDS [w/v]) for 15 min at room temperature, 10 min at 42 °C, and then 15 min at room temperature. The labeled blots were exposed to a phosphor screen and developed using a phosphorimager (Typhoon Trio; GE). Bands were quantified using ImageQuant (GE Life Sciences). Including the sequence of the probes used, this technique was performed as previously described (17). Hybridization probe sequences are included in Table S3, and a probe map can be found in Fig. S6.

### Sucrose gradient sedimentation

The separation of ribosomal subunits and polysomes was performed using sucrose gradient sedimentation. Immediately prior to harvesting, cells were treated with cycloheximide (100 μg/ml, final concentration). Cells were lysed in breakage buffer (20 mM Tris–HCl [pH 7.5], 100 mM NaCl, 30 mM MgCl_2_·6H_2_O, 0.1 mg/ml cycloheximide, and 0.2 mg/ml heparin) using a FastPrep with four cycles at 4.5 m/s. Sucrose gradients were poured in a solution base of 50 mM Tris–HCl (pH 7.5), 50 mM ammonium chloride, 12 mM MgCl_2_·6H_2_O, and 1 mM DTT, with 50%, 45%, 40%, 35%, 30%, 25%, 20%, 15%, 10%, and 5% sucrose (from bottom to top, respectively). Lysates were normalized to RNA concentration (absorbance at 260 nm), loaded onto the top of the sucrose gradient, and spun at 30,000 rpm for 5 h at 4 °C in a Beckman SW41 rotor. Finally, 60% sucrose (pumped through a pierced bottom of the column) was used to push the gradient through an FPLC, and absorbance of the elution was recorded at 254 nm.

## Data availability

All data described within the article are included in this article and supporting information. NET-Seq raw data have been deposited into the Gene Expression Omnibus of the National Center for Biotechnology Information and can be accessed *via* series accession number GSE196146.

## Supporting information

This article contains supporting information (5, 17).

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

# Supplementary material for: Rate of transcription elongation and sequence-specific pausing by RNA polymerase I directly influence rRNA processing
**Source:** J Biol Chem. 2022 Nov 22;298(12):102730. doi: 10.1016/j.jbc.2022.102730
**Supplement:** Supplemental Figures S1–S7 and Tables S1–S3

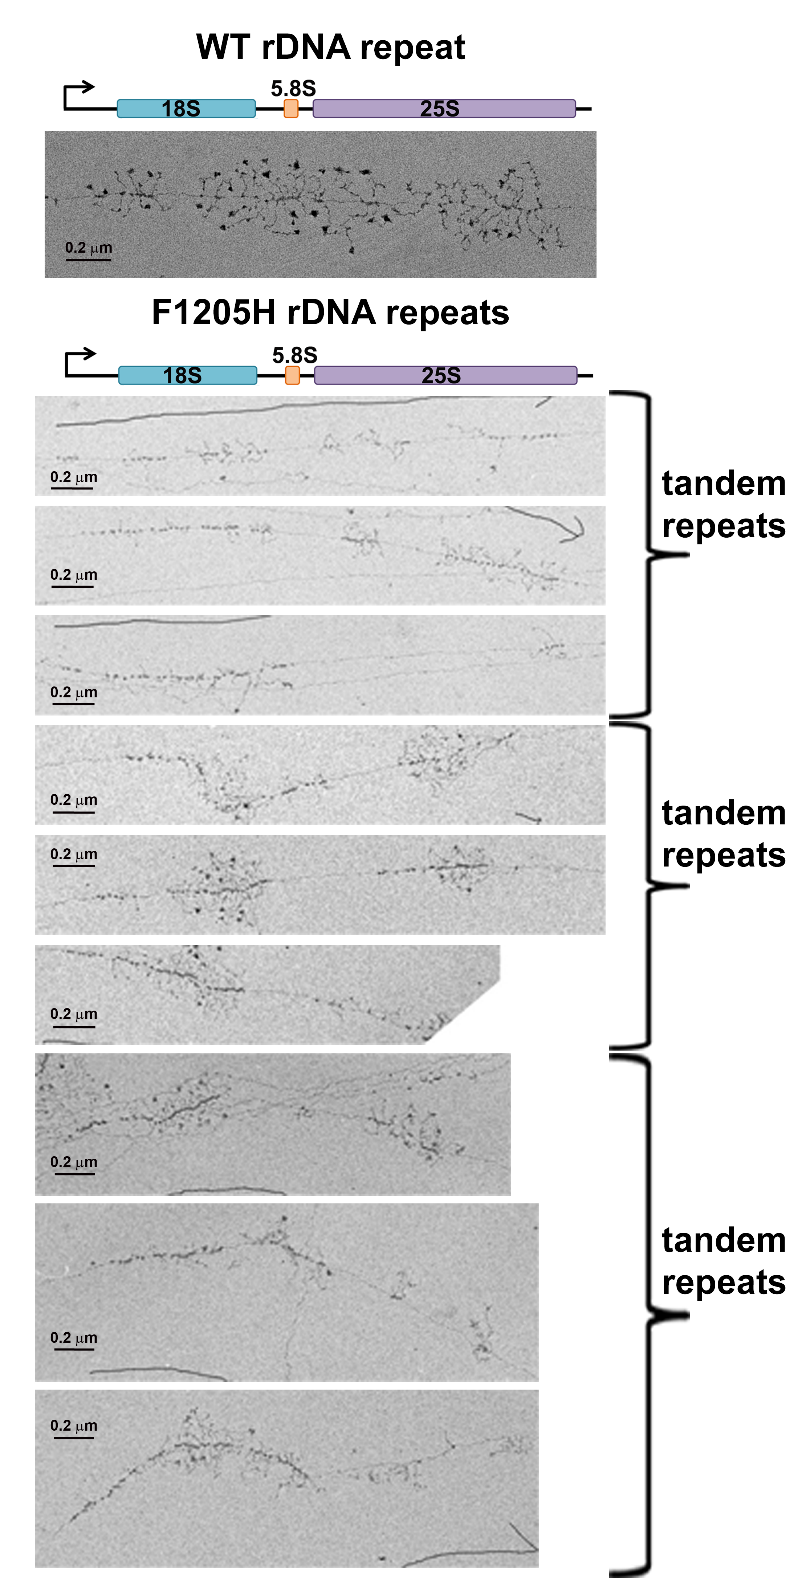

**Supplemental Figure 1. Additional Miller chromatin spreads for *rpa190-F1205H* yeast.** Several additional rDNA repeats observed in *rpa190-F1205H* yeast are displayed below a single WT repeat for comparison. The same WT repeat is included in figure 2 of the main text. Large gaps are present between transcribing polymerases in the mutant. Bracketed images are tandem repeats in which the rDNA template can be directly traced between the repeats shown. Defects in polymerase occupancy and position are evident in all of the repeats shown. Two of these rDNA repeats from the *rpa190-F1205H* strain are included in the main text figure 2.

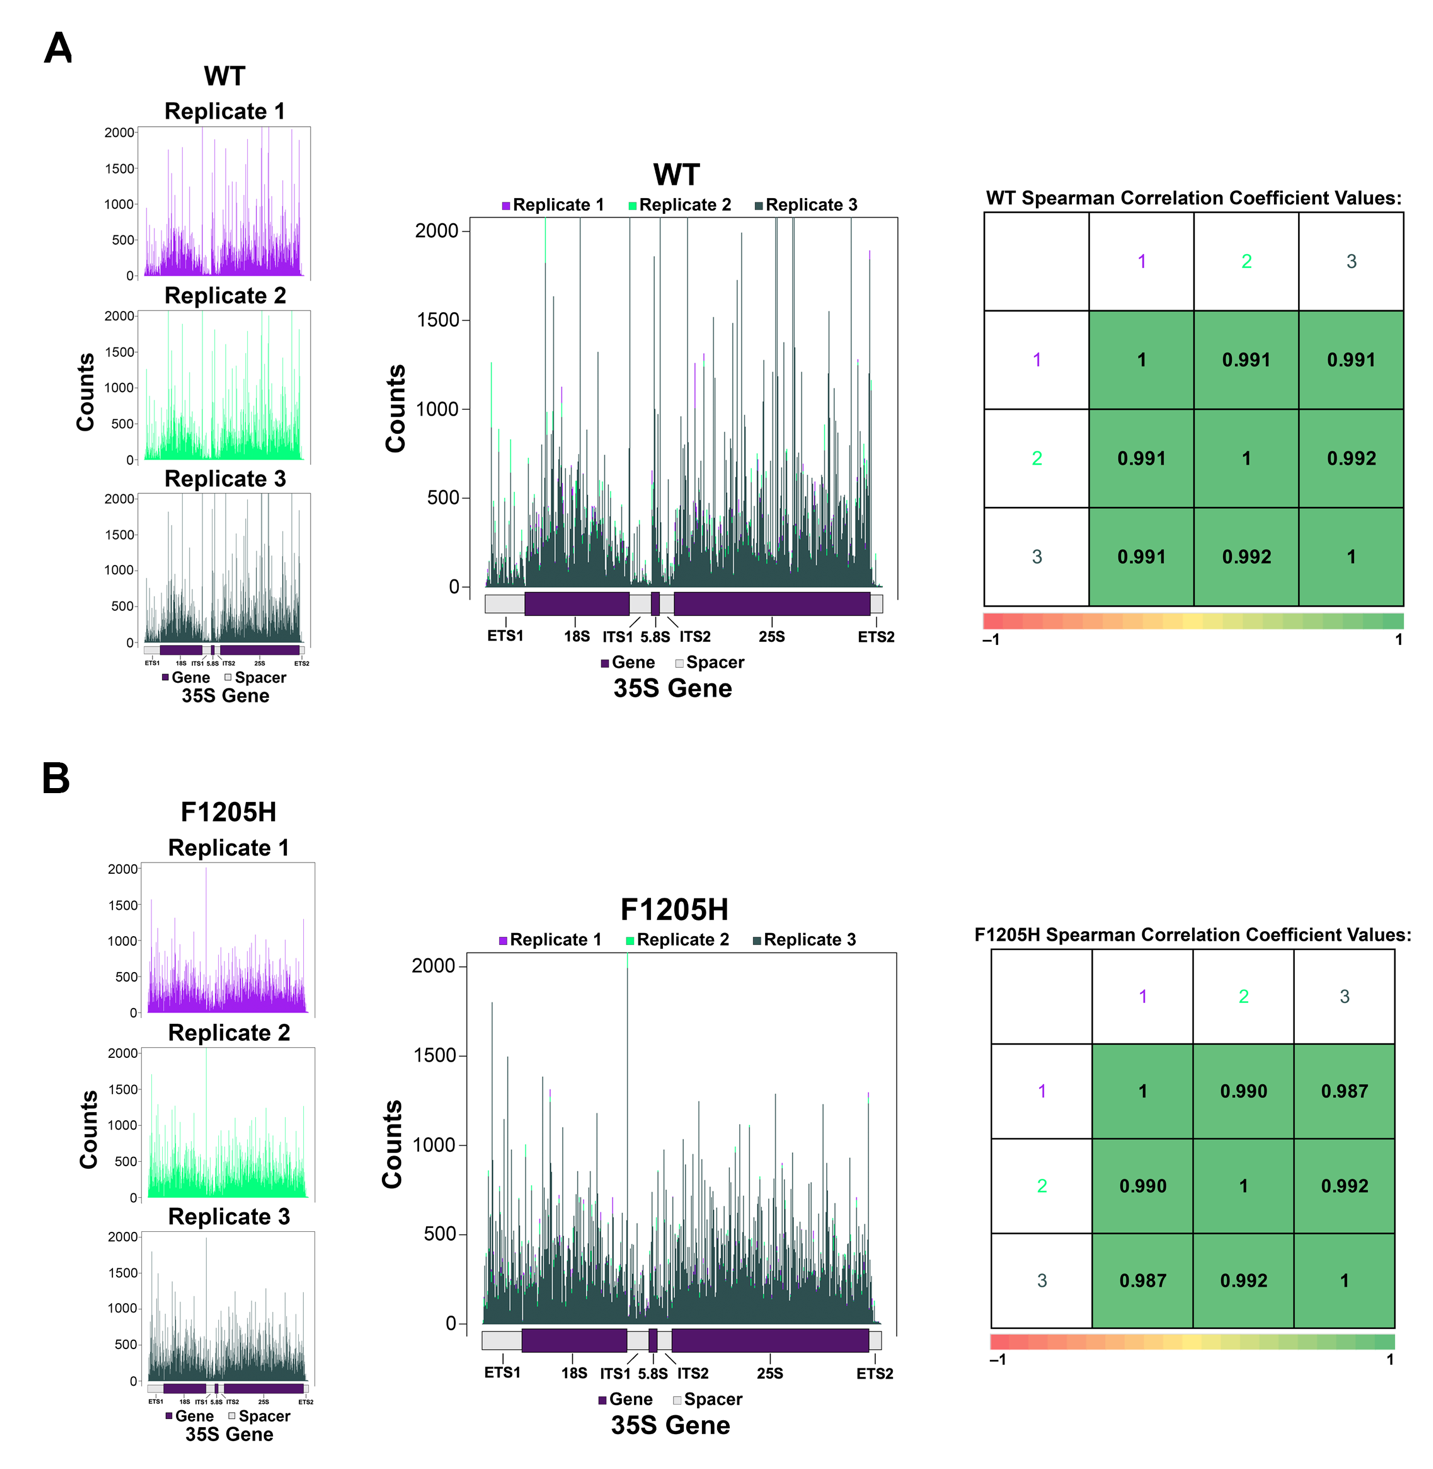

**Supplemental Figure 2. NET-seq experiments for WT and *rpa190-F1205H* yeast strains were highly reproducible.**

NET-seq was performed in triplicate for both WT and *rpa190-F1205H* yeast strains. The 3’ ends of nascent rRNA transcripts were mapped to the yeast genome and plotted for all three replicates (**A and B**, left panels), with replicates overlaid in middle panels. The Spearman correlation test was used to determine the similarity between the three replicates of each strain, where a coefficient value = 1 indicates 100% similarity (**A and B**, right panels)). WT data are displayed in the top panels and *rpa190-F1205H* data are displayed in the bottom panels.

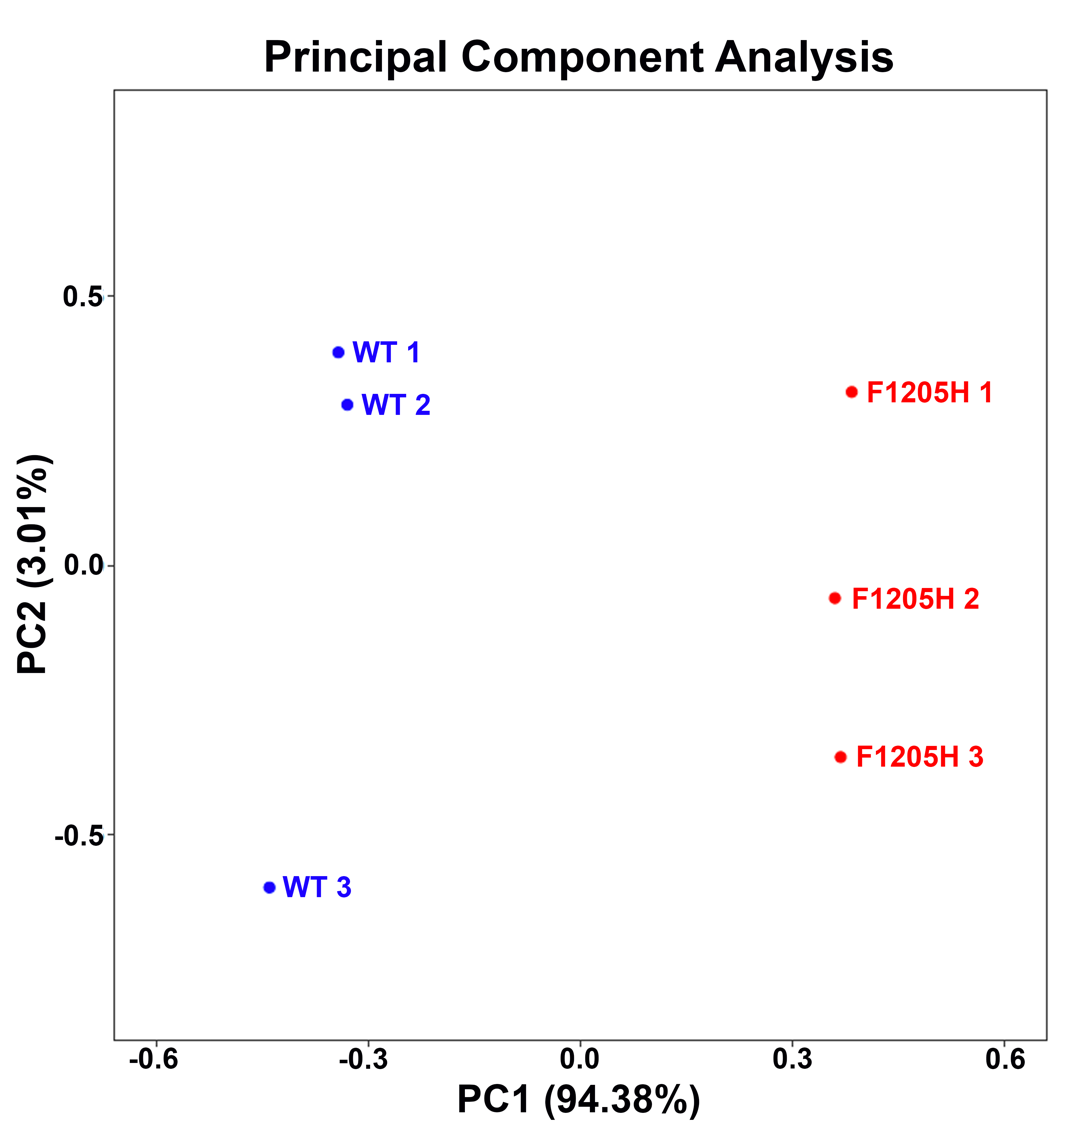

**Supplemental Figure 3. Principal component analysis (PCA) plot shows clustering of samples and indicates dissimilarity between strains.**

PCA was performed, and the results were plotted. The WT samples are displayed in blue, while the *rpa190-F1205H* samples are displayed in red.

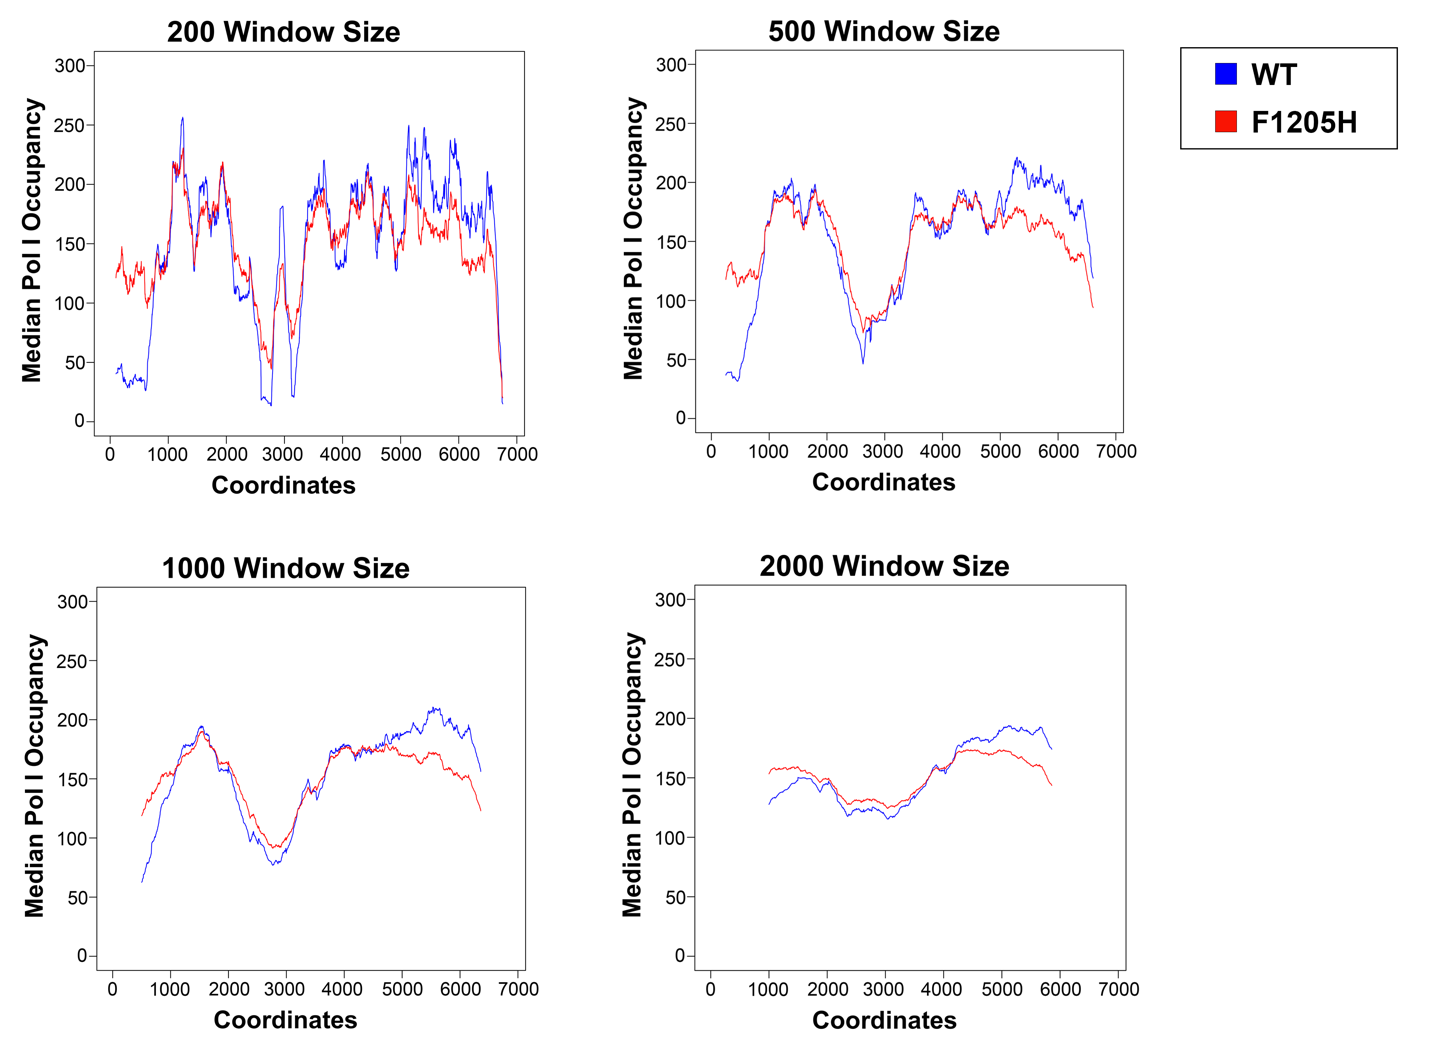

**Supplemental Figure 4. Moving average plots confirm that Pol I occupancy is altered in *rpa190-F1205H* yeast.**

Moving average plots were generated for different window sizes to compare occupancy patterns between the WT and *rpa190-F1205H* strains. The window size indicates the number of positions that the moving average was calculated across. For example, in the 200 window size plot, the first data point is the moving average calculated across the first 200 positions, and so on.

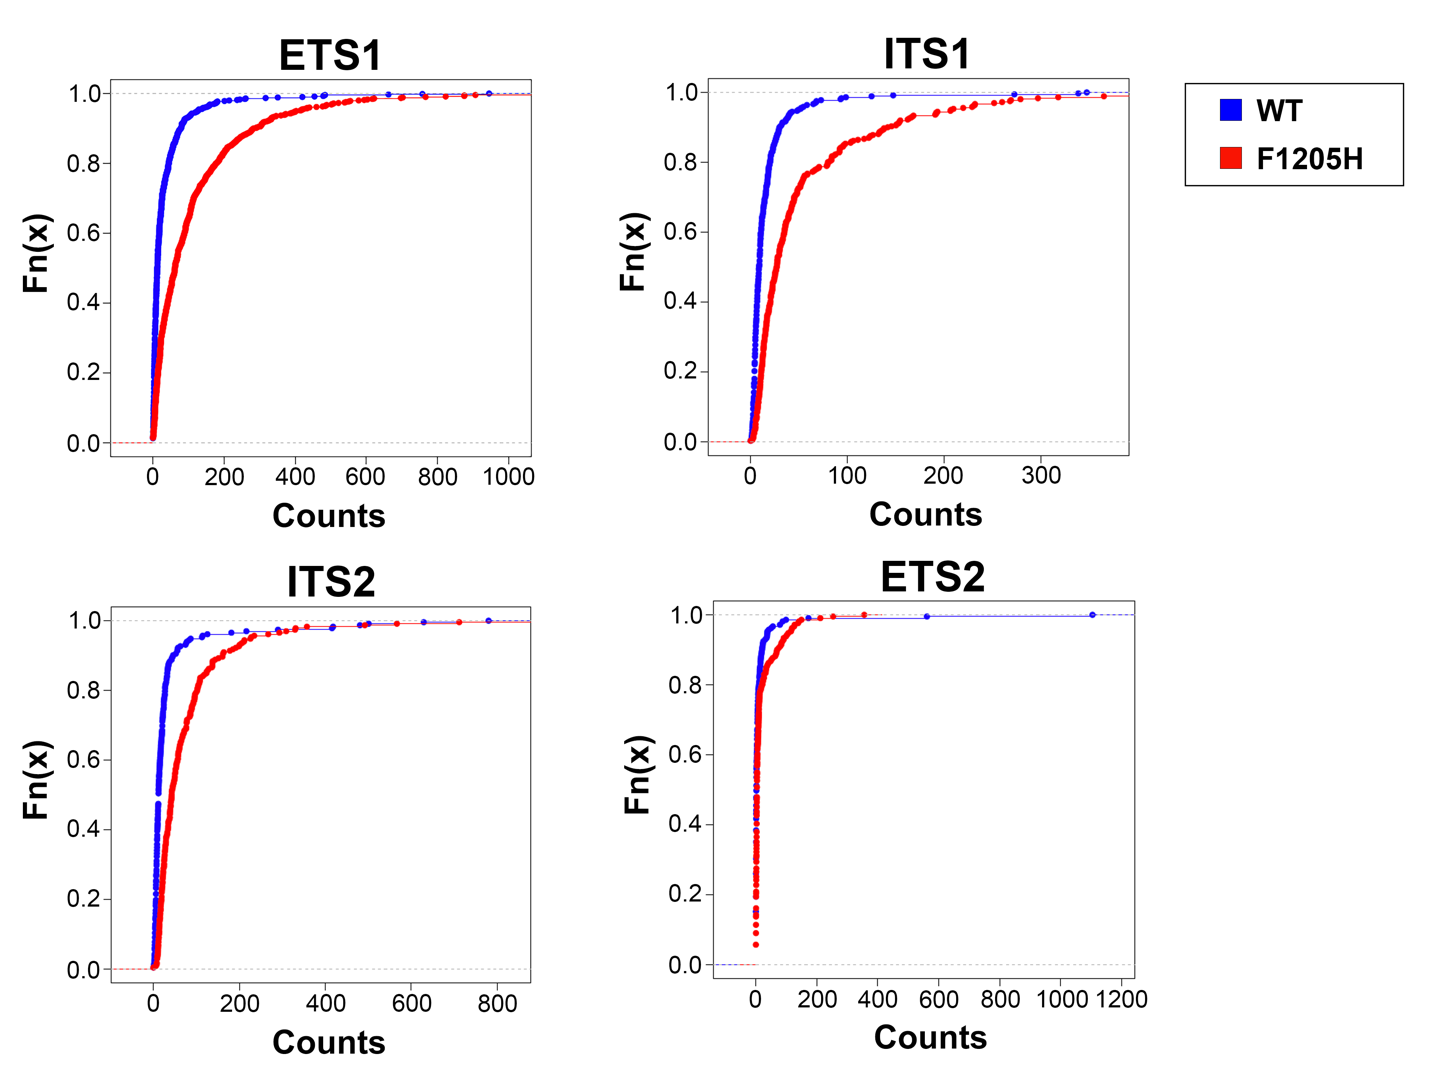

**Supplemental Figure 5. Cumulative distribution function (CDF) plots demonstrate that occupancy differences between WT and *rpa190-F1205H* yeast are most pronounced at the 5’ end of the rDNA template.**

CDF plots were generated to further analyze differences between the WT and *rpa190-F1205H* strains in each of the four spacer regions. The greatest difference between strains can be seen in the most 5’ region (the ETS1), and this difference drops off as the polymerases approach the 3’ end of the rDNA template (see the ETS2).

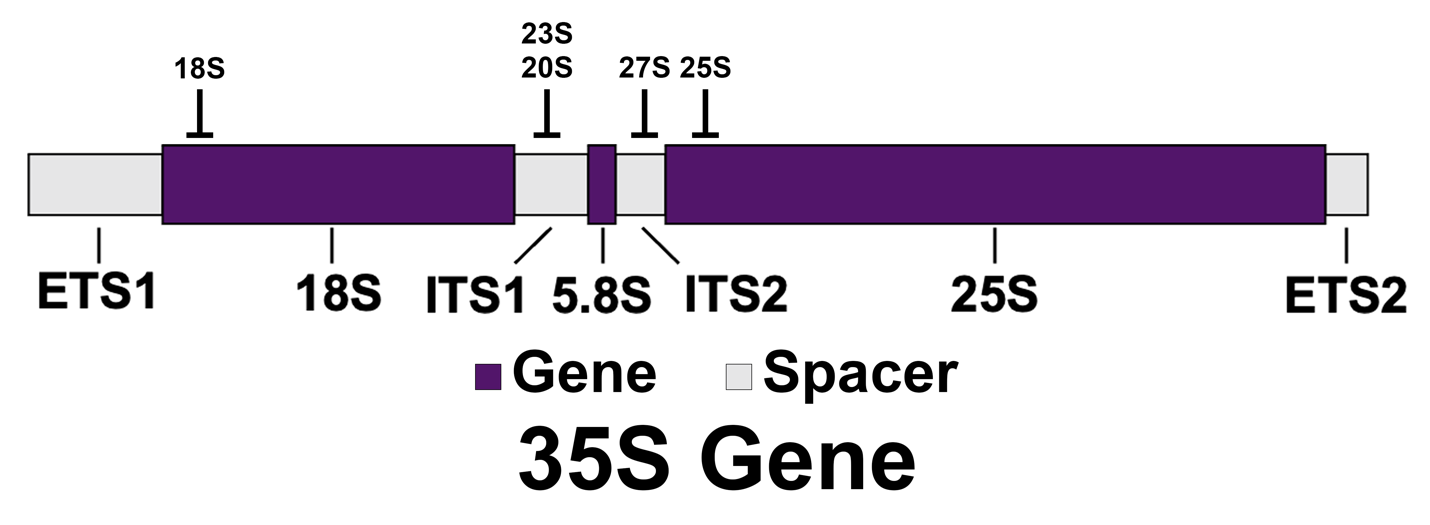

**Supplemental Figure 6. Map of Northern blot probe targets on the rDNA.**

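The probes of Table S3 are complementary to the 35S transcript, and each of the 4 sequences matched it at 1 place. The probe for the 20S and 23S precursors, GCACAGAAATCTCTCACCGT, matched positions 2656 to 2675 in ITS1 (chromosome XII, 464895 to 464914). The 27S probe, GCCTAGACGCTCTCTTCTTA, matched positions 3216 to 3235 in ITS2 (chromosome XII, 464335 to 464354). The 18S probe, AGCCATTCGCAGTTTCACTG, matched positions 779 to 798 in the 18S gene (chromosome XII, 466772 to 466791). The 25S probe, ACTAAGGCAATCCCGGTTGG, matched positions 3319 to 3338 in the 25S gene (chromosome XII, 464232 to 464251). A probe within a spacer detects precursors that still carry that spacer, and a probe within a gene also detects the mature rRNA.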

Target locations (18S, 20S, 23S, 27S, and 25S) for the Northern blots displayed in Figures 5A and B are mapped to the 35S gene.

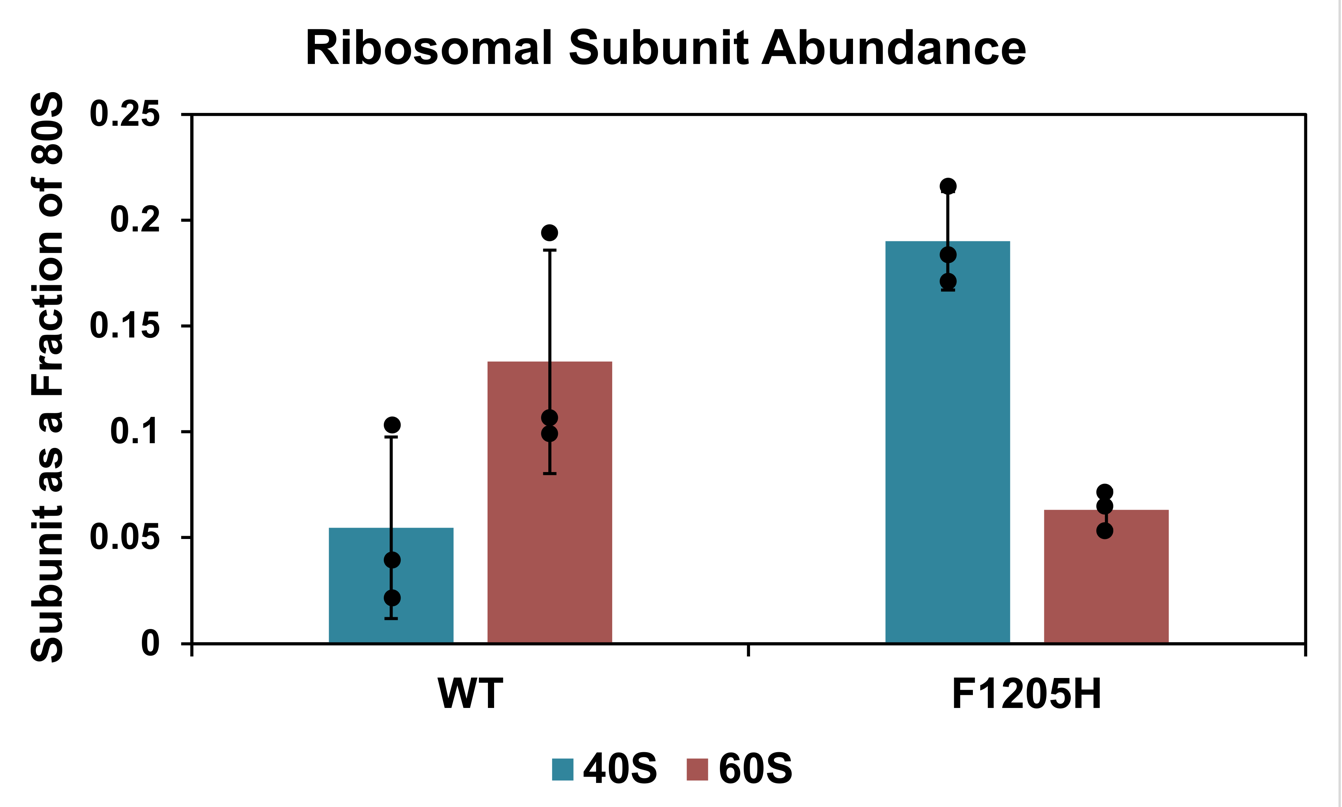

**Supplemental Figure 7. Quantification of sucrose gradient analyses indicate a decrease in the relative abundance of 60S to 40S in the mutant vs. WT.**

The abundance of 40S and 60S subunits as a fraction of 80S were calculated across three biological replicates. Error bars demonstrate the standard deviation between data points and raw data points are included for each subunit analyzed.

| **Sample** | **Forward** | **Reverse** |
| --- | --- | --- |
| WT1 | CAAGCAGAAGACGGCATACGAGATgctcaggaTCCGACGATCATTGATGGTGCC | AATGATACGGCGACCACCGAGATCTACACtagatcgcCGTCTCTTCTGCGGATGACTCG |
| WT2 | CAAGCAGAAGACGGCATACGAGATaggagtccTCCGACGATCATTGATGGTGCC | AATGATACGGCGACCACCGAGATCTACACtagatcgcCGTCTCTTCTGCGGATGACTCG |
| WT3 | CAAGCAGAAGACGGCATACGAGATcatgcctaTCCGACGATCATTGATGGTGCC | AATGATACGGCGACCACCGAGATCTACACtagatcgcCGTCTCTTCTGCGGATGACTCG |
| MUT1 | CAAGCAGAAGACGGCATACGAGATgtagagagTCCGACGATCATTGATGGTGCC | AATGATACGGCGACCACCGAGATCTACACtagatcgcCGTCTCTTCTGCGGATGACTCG |
| MUT2 | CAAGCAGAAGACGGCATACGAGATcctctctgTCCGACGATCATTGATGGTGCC | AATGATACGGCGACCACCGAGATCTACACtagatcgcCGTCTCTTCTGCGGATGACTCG |
| MUT3 | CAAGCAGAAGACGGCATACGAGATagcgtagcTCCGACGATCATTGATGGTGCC | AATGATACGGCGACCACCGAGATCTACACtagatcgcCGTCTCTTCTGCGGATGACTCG |

**Supplemental Table 1. NET-seq library amplification primers.**

Primer sequences are included for all WT (WT1-3) and *rpa190-F1205H* replicates (MUT1-3).

| **Software** | **Version** |
| --- | --- |
| fqtrim | 0.9.7 |
| cutadapt | 3.4 |
| FastQC | 0.11.7 |
| Anaconda | 5.3.1 |
| STAR | 2.7.1a |
| SAMTools | 1.6 |
| BEDTools | 2.28.0 |
| R | 4.1.3 |
| RStudio | 2022.02.1 |
| dplyr | 1.0.8 |
| plyr | 1.8.7 |
| ggplot2 | 3.3.5 |
| ggseqlogo | 0.1 |
| ggpubr | 0.4.0 |
| cowplot | 1.1.1 |
| matrixStats | 0.62.0 |
| hexbin | 1.28.2 |
| tweedie | 2.3.3 |
| statmod | 1.4.36 |
| magritter | 2.0.3 |
| scales | 1.2.0 |
| tidyr | 1.2.0 |
| zoo | 1.8-10 |
| DiffLogo | 2.18.0 |
| rclone | 1.48.0 |

**Supplemental Table 2. Software packages and versions used in NET-seq data analysis.**

| **Location** | **Probe Sequence** |
| --- | --- |
| 20S and 23S | 5’- GCACAGAAATCTCTCACCGT -3’ |
| 27S | 5’- GCCTAGACGCTCTCTTCTTA -3’ |
| 18S | 5’- AGCCATTCGCAGTTTCACTG -3’ |
| 25S | 5’ -ACTAAGGCAATCCCGGTTGG -3’ |

**Supplemental Table 3. Sequences of Northern blot probes.**

Hybridization probes used in this study were first described in (1) for the 20S, 23S, and 27S and (2) for the 18S and 25S probe locations.

**REFERENCES**

1. Schneider, D. A., Michel, A., Sikes, M. L., Vu, L., Dodd, J. A., Salgia, S., Osheim, Y. N., Beyer, A. L., and Nomura, M. (2007) Transcription elongation by RNA polymerase I is linked to efficient rRNA processing and ribosome assembly. *Mol Cell* **26**, 217-229

2. Viktorovskaya, O. V., Engel, K. L., French, S. L., Cui, P., Vandeventer, P. J., Pavlovic, E. M., Beyer, A. L., Kaplan, C. D., and Schneider, D. A. (2013) Divergent contributions of conserved active site residues to transcription by eukaryotic RNA polymerases I and II. *Cell Rep* **4**, 974-984

How the deposited data were processed for this re-analysis (not part of the article)

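NET-Seq was performed in 3 WT and 3 *rpa190-F1205H* libraries, and 1 table of values at each of the 6858 positions of the 35S gene was analysed. The authors removed duplicate reads by molecular identifier with fqtrim, trimmed adaptors with cutadapt, aligned with STAR, and took the coverage of 3′ ends with BEDTools. How reads were divided between rDNA copies is not stated. The deposited values are RPM, reads per 1000000 reads at positions 1 to 6739 of the 35S gene, and the authors also deposited a mean per strain, the ratio of the means, and a p-value at each position. The paper describes a t test on the median count at each position. The deposited p-value equals an unequal-variance t test of the 3 RPM values per strain, recomputed here, to within 1.1e-13, and the deposited ratio was used only for the direction of the authors' calls.

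The columns of the 6 libraries were mapped to strain and replicate number from the sample labels and the supplementary primer table. Reads were recovered from the RPM values by dividing each library by its smallest value above 0, which gave whole numbers, to within 0.02 of a read, for all but 8 of 41148 values. Those 8 were rounded. A single read was worth 0.354918, 0.49311, and 0.323894 RPM in WT replicates 1 to 3 and 0.314397, 0.317062, and 0.271293 RPM in *rpa190-F1205H* replicates 1 to 3. Totals over the 35S gene ran from 2028349 to 3087916 reads in WT and from 3155425 to 3687549 in the mutant, so at a few reads per position, as in much of ETS2, counting error is large.

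Positions were compared with limma 3.58.1 in R 4.3.3 on log2(value + 1), strain as the only term, and Benjamini-Hochberg adjustment at 0.05, over the 6843 positions that were not 0 in all libraries. Alternatives were pseudocounts of 0.1 and 10, a minimum mean of 10, no adjustment, an unequal-variance t test of the normalized values with and without adjustment, edgeR 4.0.16 quasi-likelihood tests and DESeq2 1.42.0 on the recovered reads, rescaling to the same spacer total or the same median, the replicate number as a block, and leaving out each library. The limma, edgeR, and DESeq2 steps were tested on simulated reads with 200 changed positions among 6839. For WT against *rpa190-F1205H*, limma recovered 198 of them with 22 other calls, 10% of its calls. edgeR recovered 197 with 14 other calls, and DESeq2 193 with 12. The changed positions all had a mean of at least 10, and no shift in the spacer share was simulated. The simulation therefore does not cover errors from scaling, or data in which most positions change. The permutation of sites was tested on 20 simulated sets with 1 changed column of 60 and found it in 19, with 5.08% of the other columns past 0.05.

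Region means, correlations, principal components, Kolmogorov-Smirnov distances, and moving averages over 200, 500, 1000, and 2000 positions were computed in Python 3.11.15 with scipy 1.17.1. Comparisons of 3 libraries with 3 used two-sided exact permutation tests, whose smallest p is 0.1. Top positions were ranked by the strain's median, and site permutations used 100000 resamples with 30 columns on each side. The permutation treats sites as independent, although some of the 38 sites of a strain are neighbors and 14 are in both sets.

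The positions named in the text follow a rule set before the data were examined, as were all alternatives except those said to have been chosen later. In each spacer the position with the highest median of each strain is named. Over all spacers, the 3 largest rises and the 3 largest falls are named among 458 positions with a limma adjusted p below 0.05, a mean of at least 50, and no overlap between strains. The highest position of each strain in the 35S gene, the cloned template windows, the columns -3, -1, and +27, and the 4 Northern probes are also named. Positions 3021 to 3026, next to the mature 5.8S end, and the moving-average windows of largest difference fall outside this rule and were chosen after their values were seen. The electron microscopy, *in vitro* transcription, and Northern blot experiments were not analysed here.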

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

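All of the tests given here were chosen only after the result was seen. Positions 6740 to 6858 of ETS2 lie past the terminator T1, outside the positions used for scaling, and the paper's text does not discuss them. They were set apart because their reads stood above the WT level in *rpa190-F1205H*. The WT libraries held 431, 402, and 484 reads there and the mutant libraries 1704, 1467, and 1500. In normalized reads the sums were 169 ± 25.1 in WT and 469 ± 64.5 in the mutant (SD, n = 3), a ratio of 2.77 (two-sided exact permutation p = 0.1, the smallest that 3 libraries against 3 allow).

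Depth does not account for this. WT replicate 3 and *rpa190-F1205H* replicate 2, with totals of 3087916 and 3155425 reads, held 484 and 1467 reads past T1, a ratio of 3.03 with a 95% exact binomial interval of 2.73 to 3.37 that covers counting error only. A smaller share of mature rRNA reads in the mutant libraries raises all spacers by one factor, and this stays open for the rise: relative to ETS1, the reads past T1 differed between the strains by -0.26 on the log2 scale (exact permutation p = 0.3), so they did not rise more than ETS1 did.

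Reads at T1 itself moved the other way. They were 486, 383, and 468 in WT and 69, 78, and 53 in the mutant, a difference of -3.11 in log2 occupancy without overlap between the strains, which a smaller share of mature rRNA reads does not produce. The log2 ratio of reads past T1 to reads at T1 and the 4 positions upstream differed by 3.87, which holds both the fall there and the rise past T1. Whether the rise is more than a smaller share of mature rRNA reads gives cannot be told apart by this ratio, since the reads past T1 did not rise relative to ETS1. A change in termination or in 3′ end processing in the mutant strain stays among the open explanations and was not tested.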

How the results depend on the processing

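One alternative was chosen only after the result was seen, the A+G share without the region ends and the Rnt1 feature. Of 180 alternative values for the named positions, 179 kept their direction and their side of the threshold. The exception was position 2659, which went from 0.74 to -0.82 when libraries were rescaled to the same spacer total. Of 236 alternative values for the other results, 184 did so or moved by less than a set tolerance. The tolerance was the spread between replicates for region ratios, a fixed fold for counts of positions, and the spread with single libraries left out for PC1. The cause of the changes below was not tested unless given.

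Rescaling to the same spacer total changed most results, by construction, because it removes the higher spacer share of the mutant libraries. It gave 792 higher and 5376 lower positions, and log2 ratios of 0.17 in ETS1, 0.15 in ITS1, -1.56 in the 18S gene, -2.07 in the 5.8S gene, and -1.74 in the 25S gene. ITS2 and ETS2 reversed, to -0.40 and -1.12. The Kolmogorov-Smirnov distance fell to 0.0859 in ITS1, 0.108 in ITS2, and 0.128 in ETS2, the last with a lower median in the mutant. The first moving-average window differed by 0.231, and the mutant was above WT in 10.5% of windows.

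With medians over positions, the log2 ratios were 2.33 in ETS1, 0.084 in the 18S gene, -0.35 in the 5.8S gene, 1.86 in ITS2, -0.049 in the 25S gene, and 1.01 in ETS2. Without the highest 1% of positions of each library they were -0.32 in the 5.8S gene, -0.11 in the 25S gene, and 0.99 in ETS2. The positions left out can differ between libraries. The ETS1 to ETS2 difference was then 0.68. Over the first positions of ETS1, as many as ETS2 holds, that difference was 1.13. Without 10 nucleotides at each region end, the ratio in ITS2 was 1.78. The ratio in the 18S gene ran from -0.0079 to 0.015 with single libraries left out and was below 0 without WT replicate 3 or *rpa190-F1205H* replicate 2, so it has no direction.

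The lowest Spearman coefficient within WT was 0.959 over spacer positions and 0.989 both for positions with a mean of at least 10 and for Pearson correlation of log2(value + 1). Within the mutant it was 0.984 for positions with a mean of at least 10. PC1 held 73.9% with scaled positions, 93.7% of the variance of log2(value + 1), 97.6% over spacer positions, and 93.7% to 95.5% with single libraries left out. The mutant was above WT in 46.9%, 47.1%, and 61.5% of moving-average windows of 500, 1000, and 2000 positions, and the first windows of 1000 and 2000 differed by 56.3 and 25.7. These include more of the 18S gene.

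Of the top positions, 5 were shared for the top 1% and 29 for the top 5%, which hold fewer and more positions. The A+G difference was 6.39 percentage points without region ends and 3.24 without region ends and the Rnt1 feature, where it was no longer significant. It stayed below a permutation p of 0.05 at 26 for the top 1%, 7.73 for the top 5%, 10.5 within each spacer, 15.1 over 8 nucleotides, and 12.9 to 13.9 with single libraries left out. The Jensen-Shannon divergence at -3 lost its unadjusted significance for the top 5% (0.0153), within each spacer (0.0499), and without region ends (0.0742), and kept it for the top 1% (0.320) and with each library left out (0.0926 to 0.106). At +27 it ran from 0.0453 to 0.0953 with single libraries left out, and passed 0.05 without *rpa190-F1205H* replicate 2 or replicate 3.

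With the replicate number as a replicate block, limma gave 2825 higher and 2411 lower positions. Deviations of same-numbered libraries from their strain means correlated at 0.16, 0.04, and 0.21. Those of differently numbered libraries correlated at -0.21 to 0.05. Whether a shared number marks a shared batch cannot be told from these values, and no source read says that it does. Depth limits ETS2 most, where the median over positions was 1.77 normalized reads in WT.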

Differences from the paper's values

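The Jensen-Shannon divergence at +27 was 0.0478, and the paper's value is about 0.094 in Fig. 4, read by eye as the sum of the stacks above and below the axis. Of the alternatives set before the data were examined, the top 1% of positions (0.131), the top 2.5% within each spacer (0.0640), and the sets without *rpa190-F1205H* replicate 2 (0.0953) or replicate 3 (0.0870) did not differ from the paper's value by the same measure. The top 5%, the set without region ends, and the sets without *rpa190-F1205H* replicate 1 or any 1 of the WT replicates did. Fig. 4 marks +27 with an asterisk. Here the permutation p was 0.18, and it was below 0.05 only without replicate 2 (permutation p = 0.026) or replicate 3 (permutation p = 0.044) of the mutant. The other position with an asterisk, -3, had a permutation p of 0.027.

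The paper states that the rise in occupancy is present in every region. The means of the 5.8S and 25S genes were lower in the mutant, with log2 ratios of -0.50 and -0.17, and that of the 18S gene was unchanged within the spread of the libraries at 0.0036. Higher positions were present in each of these genes, at 20.5%, 26.8%, and 33.8% of the positions tested in the 5.8S, 25S, and 18S genes.

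The paper describes Fig. S5 as showing the greatest difference between strains in ETS1, falling toward ETS2. The Kolmogorov-Smirnov distance was 0.396 in ETS1, 0.427 in ITS1, 0.483 in ITS2, and 0.232 in ETS2, so it was greatest in ITS2 and smallest in ETS2. By medians over positions the log2 ratio was greatest in ETS1, at 2.33. By means, ETS1 at 1.73 and ITS1 at 1.71 differed by less than the spread between libraries. Without region ends the ratios were 1.73 in ETS1, 1.73 in ITS1, and 1.78 in ITS2, too close to rank these spacers. Without positions 3021 to 3026, the log2 ratio of ETS1 to ITS2 differed between strains by -0.014, against a WT SD of 0.12. With libraries rescaled to the same spacer total the distance was greatest in ETS1, at 0.161.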

Other observations

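The ETS1 to ETS2 difference over all positions, the tests of other splits, and those of base preferences over the 18S and 25S genes were set before their results were seen. The other tests given here, among them the ETS1 to ITS1 ratio, the ratios without single positions, the A+G share without the region ends and the Rnt1 feature, the slopes over the spacers, and the comparison of -3 with other columns, were chosen only after the result was seen, as was the use of the ETS1 to ETS2 difference against the share of mature rRNA reads.

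Only 1 of the 10 splits of the 6 libraries into 3 and 3, the real one, gave as many changed positions, and the 9 others gave 0 by limma. With 10 splits the share cannot fall below 0.1, so chance cannot be excluded by this count alone. Under chance, pairs of libraries between strains would be about as alike as pairs within a strain. Over all positions, the Spearman coefficient was 0.987 to 0.992 within strains and 0.773 to 0.800 between them. The strains did not overlap at 78.1% of the positions tested, where chance gives 10%. These values argue against chance, though positions are not independent replicates.

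The higher spacer occupancy in *rpa190-F1205H* could come from a smaller share of mature rRNA reads in those libraries, which would raise all spacers by one factor. The log2 ratio of ETS1 to ITS1 differed between strains by 0.022 by means (exact permutation p = 0.8) but by 0.75 by medians over positions, without overlap between the strains. Whether this explanation accounts for the average rise of ETS1 and ITS1 cannot be told, because means and medians point different ways. One factor would move all positions of a spacer alike. With libraries rescaled to the same spacer total, 51.3% of the ETS1 positions tested were higher and 24.3% lower. In ITS1, 38.1% were higher and 33.1% lower (limma, adjusted p below 0.05). These values argue against one factor as the only cause of the changes at single positions there. A smaller share of reads that lie within the mature rRNA genes does not account for the smaller rise of ETS2, since the ETS1 to ETS2 difference was 1.29. Reads of processed rRNA that end within ETS2 need not raise the spacers by one factor, so this value does not exclude them. A more frequent pause of the mutant polymerase, which the paper proposes, stays among the open explanations.

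The smaller rise of ETS2 may come from WT reads at a few positions. The region ends and the positions around the Rnt1 feature and T1, 76 in all, held 89.3% ± 0.408 of the WT reads in ETS2 and 76.8% ± 1.59 of the mutant reads (SD, n = 3). Without them, the ETS1 to ETS2 difference was 0.18 by means (exact permutation p = 0.3) and 0.78 by medians over positions, so the part of these positions cannot be told apart from a lower rise over the rest of ETS2. In ITS2, without positions 3021 to 3026, the difference from ETS1 was -0.014 by means and 0.43 by medians over positions, and the same holds there.

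Positions 3021 to 3026 fell by 1.10 in log2 occupancy in the mutant, while the rest of ITS2 rose by 1.75 and the 5.8S gene fell by 0.50. This is consistent with 3′ ends of 5.8S processing intermediates at these positions, a hypothesis found and tested on the same data.

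The higher A+G share at the top positions of the mutant may depend on WT positions near mature 3′ ends and the Rnt1 feature, since without them the difference was 3.24 percentage points (permutation p = 0.47). The WT share was then 59.1% and the mutant share 62.4%. The higher share in the mutant may also reflect a base preference of the mutant polymerase at every position. Over 5156 positions of the 18S and 25S genes, which Fig. 4 did not use, log2 occupancy rose with each A or G in the last 10 nucleotides by 0.0913 ± 0.0035 in WT and 0.178 ± 0.009 in the mutant (SD, n = 3), a difference of 0.087 with no overlap (exact permutation p = 0.1). Mature rRNA reads that differ in share between the strains could flatten the WT slope there, which these genes leave open. Over 1384 spacer positions the slope was also steeper in the mutant, by 0.12. Low WT values do not account for this. When mutant reads were thinned at random in each spacer to the lowest WT median there, 7.28% to 8.37% of positions were below 1 normalized read in the mutant libraries and 5.85% to 7.59% in the WT libraries, and the difference in slope was 0.097 without overlap (mean of 20 thinnings). A smaller share of mature rRNA reads would raise all spacers by one factor, which leaves such a slope alone except through the pseudocount, so it does not account for the difference of 0.12 either, most of which stayed with the levels matched in this way. At single positions, occupancy with G over that with C at -3 was higher in the mutant by 0.16, where the median size over the other 59 columns was 0.035 and -3 ranked 5 of 60. The share of mature rRNA reads stays open for this value, which is from the genes. With A over C at +27 the difference was -0.033, with all 3 mutant libraries below all 3 WT libraries, opposite to what a preference for A at every position would give. Its size was below the median of 0.038 over the other columns.

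The highest 1% of spacer positions held 22.4% ± 0.441 of the spacer reads in WT and 10.8% ± 0.558 in *rpa190-F1205H* (SD, n = 3, exact permutation p = 0.1), and in the genes 7.92% ± 0.655 and 5.39% ± 0.277. The log2 ratio of the first to the second part of the 25S gene, split at its middle, was -0.17 ± 0.03 in WT and 0.11 ± 0.01 in the mutant. In the 18S gene it was 0.22 ± 0.01 and 0.06 ± 0.01, and in ETS1 0.25 ± 0.03 and 0.05 ± 0.03 (SD, n = 3, exact permutation p = 0.1 in each). No explanation of these values was tested.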
